# A novel ATAC-seq approach reveals lineage-specific reinforcement of the open chromatin landscape via cooperation between BAF and p63

**DOI:** 10.1186/s13059-015-0840-9

**Published:** 2015-12-18

**Authors:** Xiaomin Bao, Adam J. Rubin, Kun Qu, Jiajing Zhang, Paul G. Giresi, Howard Y. Chang, Paul A. Khavari

**Keywords:** BAF, Differentiation, Nucleosomes, Open chromatin, p63

## Abstract

**Background:**

Open chromatin regions are correlated with active regulatory elements in development and are dysregulated in diseases. The BAF (SWI/SNF) complex is essential for development, and has been demonstrated to remodel reconstituted chromatin in vitro and to control the accessibility of a few individual regions *in vivo*. However, it remains unclear where and how BAF controls the open chromatin landscape to regulate developmental processes, such as human epidermal differentiation.

**Results:**

Using a novel “on-plate” ATAC-sequencing approach for profiling open chromatin landscapes with a low number of adherent cells, we demonstrate that the BAF complex is essential for maintaining 11.6 % of open chromatin regions in epidermal differentiation. These BAF-dependent open chromatin regions are highly cell-type-specific and are strongly enriched for binding sites for p63, a master epidermal transcription factor. The DNA sequences of p63 binding sites intrinsically favor nucleosome formation and are inaccessible in other cell types without p63 to prevent ectopic activation. In epidermal cells, BAF and p63 mutually recruit each other to maintain 14,853 open chromatin regions. We further demonstrate that BAF and p63 cooperatively position nucleosomes away from p63 binding sites and recruit transcriptional machinery to control tissue differentiation.

**Conclusions:**

BAF displays high specificity in controlling the open chromatin landscape during epidermal differentiation by cooperating with the master transcription factor p63 to maintain lineage-specific open chromatin regions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0840-9) contains supplementary material, which is available to authorized users.

## Background

Somatic tissue differentiation is an essential process that restricts cellular potential and enhances cell fate for specialized functions, such as the barrier function of epidermal tissue. Failure to engage tissue-specific differentiation underlies a spectrum of human diseases, including lipodystrophies [1], psoriasis [2], and cancers [3, 4]. It remains incompletely understood, however, how cell fate is determined and is restricted to the differentiation state.

An increasingly appreciated correlate of cell fate is the cell-type-specific open chromatin landscape [5], as defined by the specific regions of chromatin exhibiting high DNA accessibility in a given cell or tissue type. These open chromatin regions span an average of 300 base pairs [6], comprise 1–3 % of the total genome [7], and can be identified by DNase I hypersensitive sites sequencing (DNase-seq) [8] or formaldehyde-assisted isolation of regulatory elements sequencing (FAIRE-seq) [9]. Comparison of open chromatin landscapes across different cell types has revealed distinct patterns. In contrast to open sites that are widely shared across diverse cell types, which can be near commonly active transcription start sites (TSSs) of housekeeping genes [7], many cell-type-specific open chromatin regions are intergenic and may correspond to tissue-specific regulatory regions.

The BAF chromatin remodeling complex, composed of one catalytic subunit (BRG1 or BRM) and 10 regulatory subunits, is essential for the differentiation of multiple somatic tissues such as muscle, fat, blood, and epidermis [10–15]. BAF is also the most frequently mutated chromatin-modifying complex in all human cancers [16, 17]. Using in vitro reconstituted chromatin and at only selected genomic loci in vivo, the BAF complex has been demonstrated to alter DNase I footprinting and to facilitate the DNA binding of a variety of transcription factors (TFs), including zinc-finger, helix-loop-helix, and rel-domain containing proteins [11, 18, 19]. However, it remains unclear how BAF controls the open chromatin landscape on a genome-wide scale, and whether BAF can systematically prioritize its interaction with specific TFs in a given developmental process such as tissue differentiation.

There are several technical barriers to understanding the control of open chromatin by BAF on a genome-wide scale. First, the BAF-dependent open chromatin regions cannot be simply represented by its chromatin immunoprecipitation sequencing (ChIP-seq) data, because the chromatin binding of the BAF complex can be mediated by its non-catalytic subunits in addition to the catalytic subunits, and because many BAF binding sites are also controlled redundantly by CHD and ISWI chromatin remodelers [20]. Second, both DNase-seq and FAIRE-seq typically require tens of millions of cells [6, 7]. This amount of input material is more challenging in the context of BAF loss, which impairs the proliferation of many cell types [21]. Lastly, the two BAF catalytic subunits BRG1 and BRM have been demonstrated to share redundant functions in somatic tissue development [12, 22]. However, limited genomic characterizations so far have only been attempted in the context of altered Brg1 function alone. By expressing a dominant-negative Brg1 mutant, only 1.9 % DNase hypersensitive sites (DHSs) were lost in the 3134 mouse mammary epithelial cell line [20]. In mouse CD36^+^ cells, knocking down Brg1 alone also only modestly affected the nucleosome positioning at GATA1 sites without affecting GATA1 genomic binding [14]. It remains unclear, however, how the open chromatin landscape could be altered with the loss of both BRG1 and BRM.

Here we address the role of the BAF complex in controlling the genome-wide open chromatin landscape using a model of human epidermal differentiation. We and others have demonstrated previously that loss of the BAF catalytic subunits BRG1 and BRM abolished epidermal tissue differentiation [12, 13], yet the mechanism underlying how BAF controls epidermal differentiation remains unclear. To characterize the open chromatin landscape in the context of BAF loss, we leveraged the recent development of the assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq), which requires only 50,000 cells as input material [23]. Because the original protocol was optimized for suspension cells, we further innovated a novel “on-plate ATAC-seq” method, which allows direct probing of open chromatin regions in adherent epidermal cells growing on a 96-well plate, bypassing the disruptive trypsinization process [24, 25]. Our high-quality data produced using this on-plate ATAC-seq method allowed exploration of the impact of the BAF complex on the open chromatin landscape during epidermal differentiation.

By characterizing the open chromatin landscape in the context of depleting both BAF catalytic subunits BRG1 and BRM, here we show that BAF is required to maintain 17,617 open chromatin sites (11.6 %) during epidermal cell differentiation, despite the fact that BAF binding is enriched in 50.3 % of open chromatin regions. BAF-dependent open chromatin regions are strikingly epidermal cell-type specific. They are also strongly enriched for binding sites of the epidermal master TF p63. p63 binding elements are enriched in ectodermal-derived tissue types [5]. In keratinocytes, p63 binding is enriched in enhancers, and has a strong correlation with the histone modification H3K4me1 [26]. However, it remains incompletely understood how p63 binding to DNA is facilitated in the context of chromatin. We show that both BAF and p63 co-regulate the expression of 236 epidermal differentiation genes, that they mutually reinforce each other’s binding, and that they are both required for sustaining open chromatin formation at p63 binding sites. Thus, these results demonstrate a new mode of cooperative action between BAF and p63 in controlling the keratinocyte-specific open chromatin landscape to enable epidermal differentiation. These data suggest that tissue terminal differentiation requires cooperation of highly selective BAF chromatin remodeling activity and a lineage-specific TF to sustain a tissue-specific open chromatin landscape.

## Results

### BAF catalytic subunits are required to maintain open chromatin regions

The catalytic subunits of the BAF chromatin remodeling complex BRG1/BRM are essential for epidermal differentiation [12, 13]. We first reconfirmed this in primary human keratinocyte (NHEK) culture in vitro, where loss of BRG1/BRM strongly inhibited the induction of differentiation genes, such as *KRT1*, *KRT10*, and *LCE3D* (Additional file 1: Figure S1a). During the time course of 4-day keratinocyte differentiation, KRT1 expression was strongly induced in the control condition but not with BRG1/BRM loss (Additional file 1: Figure S1c). Differentiation day 4 was used as the time point for comparative genomic characterization in this study. RNA-seq analysis indicated that the gene set controlled by BAF is highly enriched with Gene Ontology (GO) terms such as “epidermis development” and “epidermal cell differentiation” (Additional file 1: Figure S1b; Additional file 2: Table S1). 

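RNA-seq was carried out on primary human keratinocytes at day 4 of differentiation in 1.2 mM calcium, with 2 libraries each for control siRNA (CTRLi), BRG1/BRM siRNA (BAFi) and p63 siRNA (p63i). The methods call the libraries of a condition technical replicates, so their spread covers library preparation and sequencing, not differences between cultures or people. The methods give 1 nmol of each BRG1 and BRM siRNA and 2 nmol of control siRNA, whereas the sample labels give 1 nM. The authors removed ribosomal RNA, sequenced paired 75 bp reads, mapped them to hg19 with TopHat and counted reads per gene with their own script. Table S3 lists 118 M and 115 M mapped reads for the CTRLi libraries, 109 M and 132 M for BAFi, and 123 M and 107 M for p63i. The deposited table gives 23654 genes in RPKM (mapped reads scaled by gene length and by the reads of the library), and no read counts. RPKM summed over genes ranged from 325536 to 337388 per library. The 5317 genes with an RPKM of at least 10 in at least 2 of the 6 libraries were tested as log2(RPKM + 1) with limma's moderated test with a mean-variance trend, all 6 libraries in one fit. Fold changes are on that scale, which understates the change of genes with low RPKM. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 3. Across the genes tested, which are not independent replicates, the r² between the libraries of a condition was 0.986 for CTRLi, 0.994 for BAFi and 0.995 for p63i.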

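The targeted genes were read first. SMARCA4 (BRG1; hg19 chromosome 19, 11071608 to 11190102) had an RPKM of 24.0 ± 0.399 (SD, n = 2) in CTRLi and 3.25 ± 0.151 in BAFi. Its log2 fold change was -2.55 (standard error 0.0737, adjusted p = 7.8e-09 from limma with Benjamini-Hochberg adjustment). SMARCA2 (BRM; chromosome 9, 1980290 to 2193624) had 4.82 ± 0.0322 in CTRLi and 0.448 ± 0.00727 in BAFi, a log2 fold change of -2.01 (standard error 0.0867, adjusted p = 1.3e-07 from the same test). With BAFi, 64 of the genes tested were called, 27 higher and 37 lower. This count moved most, to 422, with no filter on low values and a pseudocount of 0.01, a setting chosen after the data were seen.

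Of the differentiation genes that the paper names, KRT1 (chromosome 12, 53068520 to 53074191) fell from 19.9 ± 4.18 RPKM in CTRLi to 2.30 ± 0.0812 in BAFi, a log2 fold change of -2.64 (standard error 0.124, adjusted p = 2.2e-07). KRT10 (chromosome 17, 38974369 to 38978866) fell from 37.5 ± 7.27 to 5.80 ± 0.0545, a log2 fold change of -2.49 (standard error 0.117, adjusted p = 2.2e-07). The antisense gene KRT10-AS1 overlaps KRT10, and the counting is not stated to use the strand, so reads of KRT10-AS1 within this value were not excluded. With a pseudocount of 10, the fold changes of SMARCA4, SMARCA2, KRT1 and KRT10 no longer passed the threshold, at log2 fold changes of -1.36, -0.50, -1.27 and -1.58. LCE3D (chromosome 1, 152551857 to 152552992), of a gene family with similar sequences, had 1262 ± 352 RPKM in CTRLi and 865 ± 61.6 in BAFi. Its log2 fold change of -0.52 (standard error 0.169, adjusted p = 0.025) was not called, and lay between -0.81 and -0.23 with each library left out in turn. S100A9 (chromosome 1, 153330330 to 153333499) had 411 ± 48.2 in CTRLi and 411 ± 19.1 in BAFi (log2 fold change 0.01, adjusted p = 0.97; between -0.11 and 0.13 with each library left out in turn). SPRR4 had too low an RPKM for the test. Its log2 fold change was -2.15 (adjusted p = 9.0e-07 from limma with Benjamini-Hochberg adjustment) when the filter was lowered to an RPKM of 1, a choice made after the data were seen.

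Among called genes with a mean RPKM of at least 100, KRT13 (chromosome 17, 39657233 to 39661957) fell most, from 400 ± 72.9 RPKM to 19.8 ± 0.797 (log2 fold change -4.26, standard error 0.126, adjusted p = 8.7e-09). H19 (chromosome 11, 2016396 to 2025782), a long noncoding RNA, followed at -3.49 (standard error 0.096, adjusted p = 7.8e-09). MIR675, a microRNA made from the H19 transcript whose reads the counting could have shared with it, also had -3.49 (standard error 0.109, adjusted p = 1.2e-08). ALDH1A3 (chromosome 15, 101417919 to 101456831) rose most, from 111 ± 8.66 to 398 ± 21.2 RPKM (log2 fold change 1.84, standard error 0.108, adjusted p = 7.2e-07).

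A hand-written list of 72 epidermal differentiation genes stood in for the GO terms. Of its 52 genes tested, 36 had a negative log2 fold change, with a median of -0.31, and 7 were called lower and 1 higher, the same counts when adjusted over the list alone. The list was lower than the other genes by limma's camera test with its preset correlation of 0.01 (adjusted p = 0.0030 over 5 lists and both comparisons, Benjamini-Hochberg). With an estimated correlation between genes, camera's adjusted p was 0.54. limma's fry test, which asks whether the genes of the list changed and does not compare them with other genes, gave an adjusted p of 0.014. From the GO terms of its own gene set, the paper states that this set is enriched for epidermal differentiation genes (Figure S1b; Table S1).

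**Figure D1:**
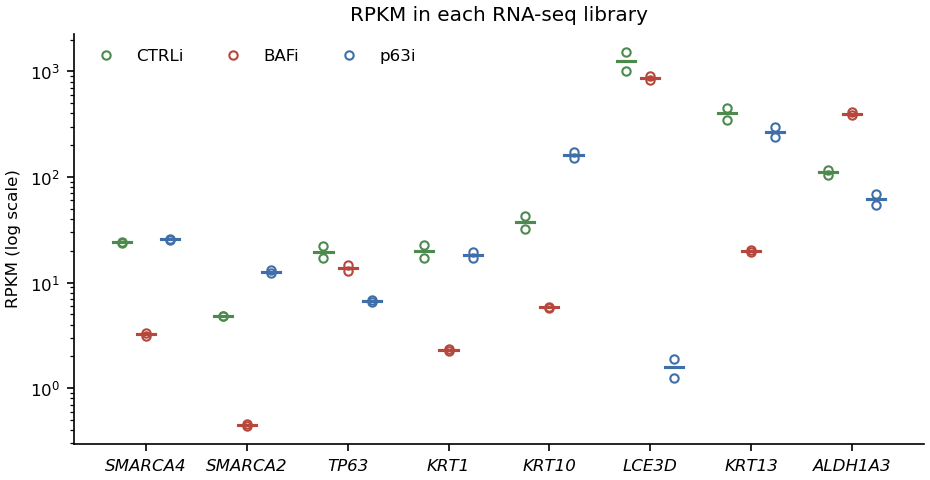
RPKM of 8 genes in each of the 6 RNA-seq libraries, on a log axis. Circles are libraries and bars are the means of 2, in green for CTRLi, red for BAFi and blue for p63i. SMARCA4 sits at a mean of 24.0 in CTRLi and 3.25 in BAFi, and LCE3D at 1262 and 865.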

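ATAC-seq uses the Tn5 transposase to cut accessible DNA and insert sequencing adapters, so the density of read ends marks open chromatin. The series holds 4 ATAC-seq libraries of 50000 differentiating keratinocytes each, 2 labelled BAFi and 2 labelled CTRLi. The authors mapped paired 50 bp reads to hg19 with bowtie, discarded duplicates with samtools and called peaks in each library separately with MACS2. Table S3 lists 96.2 M and 74.4 M mapped reads for the libraries labelled BAFi, and 79.3 M and 59.3 M for those labelled CTRLi. Its library names give the same condition as the labels, while its description column calls all 4 libraries knockdown. The deposited lists hold 135434 and 122987 peaks for the libraries labelled BAFi and 98760 and 104614 for those labelled CTRLi, each peak with its p and q values and no read counts per region. Peak identifiers inside each list name the other condition than its sample label does. The labels were kept here, so each direction between the ATAC-seq groups rests on them, and the libraries are named by their label throughout. With the group names exchanged, the larger set of regions, which holds more BAF and p63 peaks, is the one the paper reports as lost. Peaks on the 24 chromosomes were merged across libraries where they lay within 300 bp of each other, as in the methods. A region was assigned to 1 group when both libraries of that group and neither library of the other had a peak in it. Peak lists allow no test across regions like the authors' test of read ends, and a region without a peak may still hold reads below the calling threshold. Intervals given for shares of peaks are exact 95% binomial (Clopper-Pearson) intervals and cover counting error only.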

To interrogate the role of BAF in genome accessibility during differentiation, we used ATAC-seq to assess genome-wide accessibility to the Tn5 transposase, which acts in this context similarly to DNase I [23], in normal cells and in cells depleted of BRG1/BRM to remove functional catalytic subunits of the BAF complex (BAFi).

To adapt ATAC-seq to the adherent human keratinocytes with minimal perturbation to living cells, we developed an on-plate ATAC-seq technique. In this approach, we directly applied Tn5 transposase to cells growing on a 96-well plate, after a short permeabilization step. We then purified the fragmented genomic DNA from each well “on plate” for deep sequencing and data analysis (Fig. 1a). This on-plate technique generated sequencing libraries with open chromatin accessibility information comparable to DNase-seq libraries (ENCODE), but used only 0.1 % of input cell numbers and bypassed the need for trypsinization (Fig. 1b). Observed open chromatin sites were highly enriched in putative distal regulatory regions (Additional file 1: Figure S1d–f). 

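Regions from the 4 lists were placed by their middle on the protein-coding transcripts of GENCODE v44lift37, first as promoter (within 1000 bp of a transcript start), then exon, intron or intergenic. Of all regions, 45.4% (95% interval 45.1 to 45.6) were intergenic, 40.7% in introns, 2.46% in exons and 11.5% (11.3 to 11.6) at promoters. The same number of regions of the same sizes placed at random were 53.1% intergenic and 2.52% at promoters. Regions with a peak in all 4 libraries were at promoters in 19.5% (19.2 to 19.8). The share was 4.71% (4.41 to 5.02) for regions called only in the libraries labelled BAFi and 4.47% (3.86 to 5.14) for those called only in the libraries labelled CTRLi.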

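The peak lists permit a comparison of replicates by overlap of at least 1 bp. Within a group, between 77.0% and 85.6% of a library's peaks overlapped a peak of the other library (4 comparisons). Between groups, the share ranged from 60.2% to 84.6% (8 comparisons), so the ranges within and between groups overlap. The upper end of the second range came from the shorter lists, of the libraries labelled CTRLi, set against the longer ones.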

The two replicates in both control and knockdown conditions were highly correlated to each other (r^2^ = 0.941, 0.966. Fig. 1b,d–f), indicating strong data reproducibility. Regions of both gained and decreased genome accessibility were observed with functional BAF loss (Fig. 1b,d). 

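Merging the 4 lists gave 152412 regions, of which 64925 had a peak in every library. Regions with a peak in both libraries labelled CTRLi and in neither labelled BAFi numbered 4163, or 2.73% of all regions. This count moved most, to 15961, when a peak in at least 1 library of a group sufficed.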

In total, the BAF complex is required to maintain ~11.6 % of total open chromatin regions in epidermal differentiation. A much smaller fraction of the genome (4.8 %) displayed increased accessibility with BAFi (false discovery rate [FDR] < 0.01, fold change >2, Fig. 1c). This is consistent with the notion that the BAF complex functions more often as a transcription activator for gene expression in mammals.

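Regions with a peak in both libraries labelled BAFi and in neither labelled CTRLi numbered 18803, or 12.3% of all regions. The number was 45963 when a peak in at least 1 library of a group sufficed, and 38421 without BAFi replicate 2. With each list reduced to its 98760 peaks of smallest p, the regions called in 1 group only numbered 10691 for the label BAFi and 7748 for the label CTRLi. The paper states, from its test of read ends, that BAF maintains a part of the open chromatin regions and that a smaller part gains accessibility with BAFi (Fig. 1c).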

**Fig. 1:**
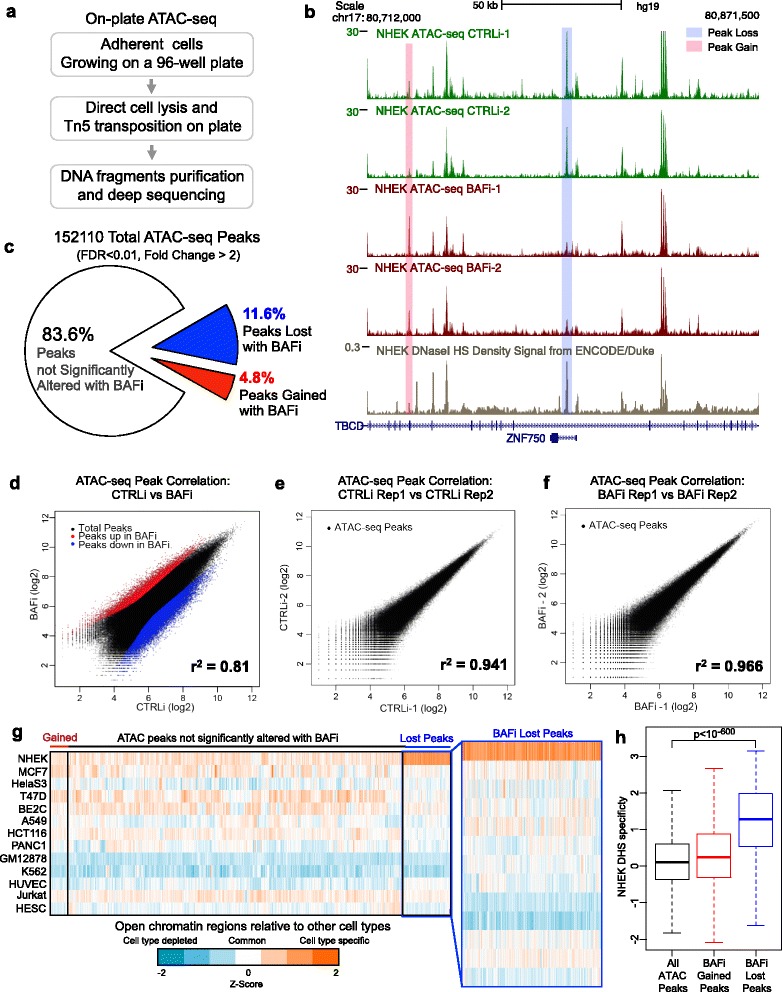
BAF controls the open chromatin landscape in epidermal differentiation. **a** Workflow of on-plate ATAC-seq analysis in control (*CTRLi*) and BRG1/BRM depletion (*BAFi*) conditions in primary human keratinocyte differentiation. **b** UCSC genome browser tracks showing replicates of ATAC-seq, generated from individual wells of differentiating human keratinocytes growing on a 96-well plate, in control (*green tracks*, n = 2) and BAF loss (*red tracks*, n = 2) conditions at the *ZNF750* TF locus. Published DNase-seq in normal human epidermal keratinocyte (*NHEK*) cells from publically available ENCODE data (*beige track*) is also included as reference. An example of a decreased peak with BAF loss is shaded in *blue*, and an example of an increased peak is shaded in *red*. **c** Pie chart showing the distribution of the total 152,110 ATAC-seq peaks relative to gain and loss with BAFi. **d**–**f** Scatter plots showing the ATAC-Seq signal correlation between BAFi versus CTRLi, as well as between technical replicates. **g** Heatmap showing the cell-type specificity of both BAF-dependent and BAF-independent ATAC-seq peaks, as compared to DNase hypersensitive sites (*DHS*) open chromatin accessibility in 14 representative cell lines. **h** Boxplot showing the z-score distribution of BAF-dependent ATAC-seq peaks, as compared to all and gained ATAC-seq peaks. The lost ATAC-seq peaks with BAFi are highly enriched with keratinocyte-specific open chromatin regions (*p* < 10^-600^, Kolmogorov–Smirnov test). *TF* transcription factor, *ENCODE* encyclopedia of DNA elements.

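In the window of Fig. 1b, around ZNF750 on hg19 chromosome 17, the lists hold 14 and 12 peaks for the libraries labelled BAFi and 12 and 10 for those labelled CTRLi, which merge into 15 regions. ZNF750 (80787310 to 80797898) lies on the minus strand within TBCD. At 80797804 to 80798626, 1 region had a peak in both libraries labelled BAFi and in neither labelled CTRLi. Its middle is 317 bp from a ZNF750 transcript start, and it overlaps a BAF peak and a p63 peak. No region of the window was called only in the libraries labelled CTRLi. ZNF750 RNA had a log2 fold change of 0.22 with BAFi (adjusted p = 0.096, limma with Benjamini-Hochberg adjustment), from 12.9 ± 1.88 RPKM (SD, n = 2) to 15.1 ± 0.45. The log2 fold change lay between 0.085 and 0.36 with each library left out in turn.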

Because open chromatin regions comprise both cell-type-specific regions as well as common regions, we first compared both BAF-dependent and independent ATAC regions with the ENCODE DNase-seq open chromatin regions from other cell types. While the gained regions as well as the BAF-independent regions did not display strong cell-type specificity, the lost peaks with BAFi were significantly enriched with keratinocyte-specific open chromatin regions (*p* < 10^−600^; Fig. 1g, h). These data suggest that BAF is essential to maintain the cell-type-specific open chromatin landscape during epidermal differentiation.

### BAF is required to maintain open chromatin regions that bind p63

Previous studies indicate that BAF binds broadly on chromatin, and the binding sites are divergent in various cell types [27, 28]. 

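BAF was located by ChIP-seq, which sequences DNA bound to a protein that an antibody precipitates from cells fixed with 1% formaldehyde. The J1 antibody recognizes BRG1 and BRM, the catalytic subunits of the BAF chromatin remodeling complex. In unperturbed cells the BAF library has 38.8 M mapped 50 bp reads by Table S3, and the authors called peaks with the broad setting of MACS2. The series also holds an input library of 12.5 M reads, and the paper's text does not state how it was used. The input library was not used here. The paper's text does not name the read mapper for ChIP-seq. The list holds 84903 peaks on the 24 chromosomes, with a median width of 696 bp and a score per peak that was used only to rank peaks within the list. There was 1 library, so no spread between replicates is known.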

To test whether BAF binds directly to these BAF-dependent open chromatin regions, as identified from our ATAC-seq analysis, we first performed BAF ChIP-seq in keratinocytes using an antibody that recognizes both BAF catalytic subunits BRG1 and BRM [29]. 

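Of the 84903 BAF peaks of unperturbed cells, 62145 overlapped a region of the 4 ATAC-seq libraries by at least 1 bp, a share of 73.2% (95% interval 72.9 to 73.5). In the other direction, 69219 of all ATAC-seq regions (45.4%, interval 45.2 to 45.7) overlapped a BAF peak.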

BAF binding was correlated with the open chromatin regions detected using ATAC-seq in normal differentiating keratinocytes (Fig. 2a; Additional file 1: Figure S2a). Furthermore, BAF binding was more enriched in the ATAC-seq peaks that were decreased with BAFi, but not in the gained peaks (Fig. 2a–c). These data suggest that BAF functions to directly maintain a subset of open chromatin regions where BAF binding is highly enriched.

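BAF peaks overlapped 64.8% (95% interval 64.4 to 65.2) of the regions with an ATAC-seq peak in all 4 libraries. The share was 44.4% (43.7 to 45.2; 8356 regions) of those called only in the libraries labelled BAFi, and 18.0% (16.9 to 19.2; 751 regions) of those called only in the libraries labelled CTRLi. The log2 odds ratio of the label CTRLi against the label BAFi was -1.86 (Fisher's exact test, two-sided, p = 1.7e-237), which describes these libraries and not further cultures. Among the alternatives it moved most, to -1.40, with only the 50% of BAF peaks with the highest scores. From the enrichment of BAF binding in the regions that lost accessibility in its own test, the paper proposes that BAF directly maintains those regions (Fig. 2a–c).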

**Fig. 2:**
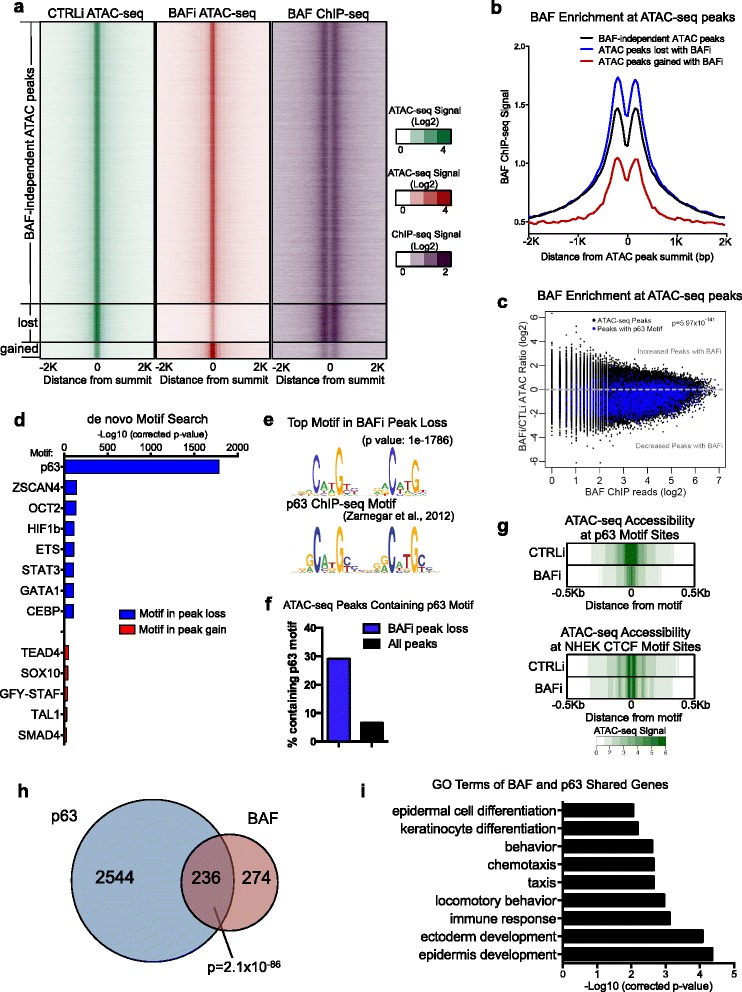
BAF is enriched at and promotes open chromatin sites with p63 binding. **a** ATAC-seq summit-centered heatmap of ATAC-seq signal in control (*CTRLi*) and BAF-loss (*BAFi*) conditions, as well as BAF ChIP-seq signal in the same regions for all ATAC-seq peaks. The ATAC-seq peaks are sorted in BAF-independent, lost, and gained groups. **b** Average diagram of BAF ChIP-seq signal at BAF-independent, lost, and gained open chromatin regions. **c** Scatter plot demonstrating the relative enrichment of BAF binding at gained/lost ATAC-seq peaks. The p63-motif containing ATAC-seq peaks are highlighted in *blue*. **d** Bar graph showing the − Log10 *p*-value of TF motifs identified from a de novo Homer motif search, based on the ATAC-seq peaks gained or lost with BAFi. **e** Comparison of top motifs identified from the ATAC-seq analysis with a known p63 motif (weighted matrix). **f** Bar graph showing the percentage of ATAC-seq peaks with the p63 motif in both total ATAC-seq peaks as well as in BAFi peak loss. **g** Average diagram of genome-wide open chromatin accessibility at p63 and CTCF regions comparing CTRLi and BAFi conditions. **h** Venn diagram showing the overlap of gene sets controlled by p63 and BAF in keratinocyte differentiation. **i** Gene Ontology analysis of the 236 genes shared by BAF and p63. *bp* base pair, *kb* kilobase pair, *TF* transcription factor

To further characterize these BAF-dependent open chromatin regions, we performed de novo motif enrichment analysis on the 17,617 open chromatin regions that were lost with BAFi and the 7374 regions that gained ATAC-seq peaks with BAFi. 

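The reference genome was searched for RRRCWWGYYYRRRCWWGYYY, the sequence pattern of the p63 motif, in the 200 bp around the middle of each region. The bases C, WW and G in the core of each 10 bp part had to match, and up to 2 of the 12 other positions could differ. This fixed pattern is narrower than the position weights of the authors' motif search, so its shares are not on the scale of Fig. 2f. It was present in 1080 of the 152412 ATAC-seq regions (0.709%, 95% interval 0.667 to 0.752) and in 0.102% of regions placed at random. Of the regions called only in the libraries labelled BAFi, 400 held it (2.13%, 1.93 to 2.34), against 0.339% (0.296 to 0.387) of the regions with a peak in all 4 libraries.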

The top motif enriched in BAF-dependent open chromatin corresponded to the p63 motif based on p63 ChIP-seq data (Fig. 2d–f) [30, 31]. p63 is the lineage-specifying TF essential for epidermal development as well as the TF required post-natally to maintain stratified epithelial tissue identity and terminal differentiation [32, 33]. 

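Of the 4163 regions called only in the libraries labelled CTRLi, 5 held the p63 pattern (0.120%, 95% interval 0.0390 to 0.280), near the share of regions placed at random. The log2 odds ratio of the label CTRLi against the label BAFi was -4.18 (Fisher's exact test, two-sided, p = 3.9e-28, as a description of these libraries). Searching whole regions in place of their middle moved it to -3.77.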

Other p53 family member TFs, such as p53 and p73, were also expressed in epidermal cells; however, p63 was expressed at higher levels than these other two genes (Additional file 1: Figure S2b). p63 motif enrichment was striking (*p* = 1 × 10^−1786^), but only in genomic regions that lost openness with BAFi; it was not enriched at sites that gained accessibility with BAFi (Fig. 2d). Further analysis of ATAC-seq accessibility at individual p63 motif sites in p63 binding sites indicated that 21.1 % of these sites became inaccessible after BAF loss (Additional file 1: Figure S2c). Binding regions for 808 other TFs that are expressed at RPKM > 1, as measured by RNA-seq (Additional file 1: Figure S2d), including many that are functionally important in epidermal differentiation, such as *HOPX1*, *CTNNB1*, *FOSL2*, *ZNF750*, *GRHL3*, *YAP1*, *RBPJ*, *OVOL1*, *MAF*, *MAFB*, *CEBPA*, *RARG,* and *KLF4*, did not display such enrichment (Fig. 2d). 

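For comparison, the pattern CCASYAGRKGGC of the insulator protein CTCF was searched in the same way on both strands with at most 1 mismatch, a test added after the data were seen. It was present in 6.86% (95% interval 6.74 to 6.99) of all ATAC-seq regions and in 0.989% of regions placed at random. Regions with a peak in all 4 libraries held it in 6.03% (5.85 to 6.21). The share was 2.42% (2.20 to 2.65) for regions called only in the libraries labelled BAFi and 14.7% (13.6 to 15.8) for those called only in the libraries labelled CTRLi, the reverse of the order of the p63 pattern.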

ATAC-seq analysis further demonstrated a selective loss of accessibility at p63 motif regions with BAF depletion, but not at CTCF motif regions (Fig. 2g). In addition, ATAC-seq accessibility at KLF4 motif regions was not significantly altered at KLF4 motif regions (Additional file 1: Figure S2e). These data suggest that BAF maintains open chromatin regions with a strong selectivity for p63 binding in epidermal differentiation.

The dependence on BAF to maintain open chromatin regions containing p63 binding sites suggested that BAF and p63 may cooperate to control the expression of epidermal differentiation genes. To test this, we compared the target gene sets of BAF and p63 using RNA-seq. This demonstrated that BAF and p63-dependent target genes (fold change > 3 with depletion, FDR < 0.01) displayed highly significant overlap (*p* = 2.1 × 10^−86^), with 236 genes controlled jointly by both BAF and p63 (Fig. 2h; Additional file 1: Figure S2f, g; Additional file 2: Table S2). 

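TP63 (hg19 chromosome 3, 189349178 to 189615065), the target of the p63 siRNA, fell from 19.6 ± 3.49 RPKM (SD, n = 2) in CTRLi to 6.71 ± 0.221 in p63i. Its log2 fold change was -1.41 (standard error 0.113, adjusted p = 8.9e-07 from limma with Benjamini-Hochberg adjustment), short of the fold threshold of 3. With p63i, 526 of the 5317 genes tested were called, 144 higher and 382 lower. This balance depends on the setting, with 601 higher and 660 lower at a fold change over 2, and 1565 higher and 1328 lower with no filter and a pseudocount of 0.01, a setting chosen after the data were seen. The median log2 fold change of all genes tested was 0.23 with p63i, and 0.14 after quantile normalization. Among called genes with a mean RPKM of at least 100, LCE3D fell most, from 1262 to 1.57 ± 0.470 RPKM (log2 fold change -8.92, standard error 0.169, adjusted p = 2.7e-11). DEFB103B (chromosome 8, 7286410 to 7287870) followed at -8.47 (standard error 0.0959, adjusted p = 1.6e-12) and LCE1A (chromosome 1, 152799949 to 152800573) at -8.19 (standard error 0.218, adjusted p = 2.7e-10). DEFB103B has a near-identical copy, DEFB103A, and the LCE genes share sequence, so reads between such copies may have been counted for either. The largest rises were those of KRT15 (chromosome 17, 39669997 to 39678781), from 153 ± 14.3 to 2181 ± 87.6 RPKM (3.83, standard error 0.104, adjusted p = 3.1e-10), MT1X at 2.68 and TXNIP at 2.08. KRT1 did not change detectably (log2 fold change -0.11, adjusted p = 0.44; between -0.31 and 0.10 with each library left out in turn), and the S100A9 log2 fold change with p63i was -1.76 (adjusted p = 1.7e-07), or -1.52 and short of the fold threshold after quantile normalization. The epidermal differentiation list had a median log2 fold change of -3.15 over its 52 genes tested, with 33 called lower and 2 higher, the same counts when adjusted over the list alone. Against the other genes its adjusted p was 4.1e-15 with camera, and 0.26 with an estimated correlation between genes. With fry, which makes no such comparison, it was 4.1e-04.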

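Of the genes tested, 31 were called both with BAFi and with p63i, where 6.33 would be shared by chance (odds ratio 9.02; Fisher's exact test, two-sided, p = 2.4e-15). Genes are not independent, and both comparisons use the same CTRLi libraries. In simulations of unchanged groups that shared these libraries no gene was called in either comparison, so their count of 0 shared genes does not show how much of the overlap the sharing gives. Among the 31, FAM25B, FAM25G and FAM25C hold identical values, so they count as 1 measurement; they were chosen for mention after their values were seen.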

The GO terms for this shared target gene set were enriched with “epidermis development” (*p* = 4.8 × 10^−5^) and “epidermal cell differentiation” (*p* = 8.7 × 10^−3^) (Fig. 2i). Many of these shared genes were suppressed or induced in both BAFi and p63i conditions (Additional file 1: Figure S2e, f), suggesting that BAF and p63 may co-regulate epidermal tissue differentiation in a process that involves BAF-dependent open chromatin regions enriched for p63 binding.

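Of the 31 shared genes, 17 fell in both conditions and none rose in both. The other 14 moved in opposite directions, 3 of them lower with BAFi and higher with p63i and 11 higher with BAFi and lower with p63i. With the fold threshold lowered to 2, 163 genes were shared, of which 92 fell and 5 rose in both. After quantile normalization 26 were shared, 19 in the same direction and 7 in opposite directions. The 31 include KRT10, which rose with p63i to 160 ± 14.4 RPKM (SD, n = 2), a log2 fold change of 2.08 (standard error 0.117, adjusted p = 5.9e-08 from limma with Benjamini-Hochberg adjustment), with the overlap by KRT10-AS1 as a limit. Over all genes tested, Pearson's correlation between the 2 sets of log2 fold changes was -0.017 across genes. In 100 simulations of unchanged BAFi and p63i groups, the shared CTRLi libraries alone gave a mean of 0.50. From the overlap of the gene sets and their shared directions, the paper proposes that BAF and p63 regulate epidermal differentiation together (Fig. 2h; Figure S2f).

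**Figure D2:**
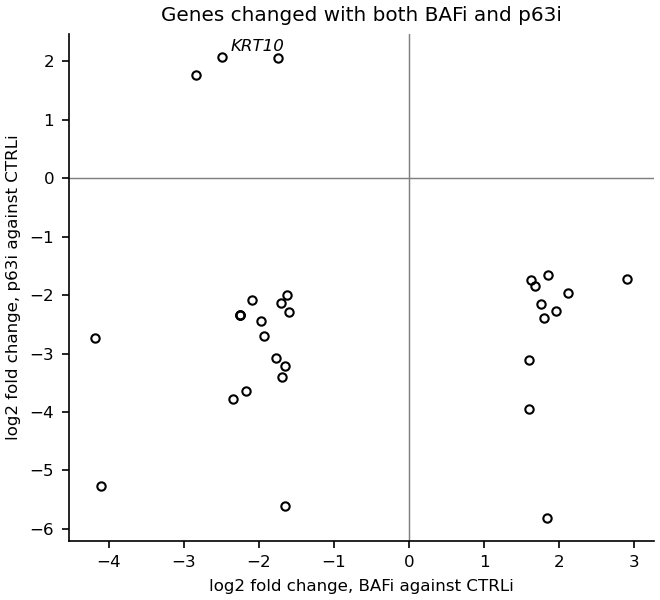
Log2 fold changes of the 31 genes called in both comparisons, with BAFi on the horizontal and p63i on the vertical axis. Each point is a gene, with 17 at the lower left (lower in both) and KRT10 marked at -2.49 and 2.08.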

### BAF regulates nucleosome positioning and recruits transcriptional machinery

Because BAF ATPase activity has been demonstrated to directly regulate nucleosome positioning on DNA templates in vitro [34, 35], we next tested whether BAF also controls nucleosome positioning in living cells at p63 motif sites across the genome. Owing to the physical hindrance by nucleosomes, ATAC-seq transposition preferentially localizes to the inter-nucleosome regions [23]. Consistent with this, DNA fragments generated by pairs of transposases were enriched for sizes corresponding to nucleosome-free regions as well as mononucleosomes and dinucleosomes (Additional file 1: Figure S3a). We first visualized nucleosome positioning without any bias towards fragment size using V-plot analysis, which shows the density of the midpoints relative to the p63 motif on the x-axis with the fragment separated by their length on the y-axis. In normal cells, positioned nucleosomes led to enriched fragment midpoints at the center of mononucleosome and dinucleosome positions surrounding p63 (Fig. 3a, left panel). This pattern was disordered with BAF loss at p63 sites (Fig. 3a, right panel) but not at CTCF sites (Additional file 1: Figure S3b), indicating that nucleosome positioning around p63 binding sites is disrupted in the absence of functional BAF.

**Fig. 3:**
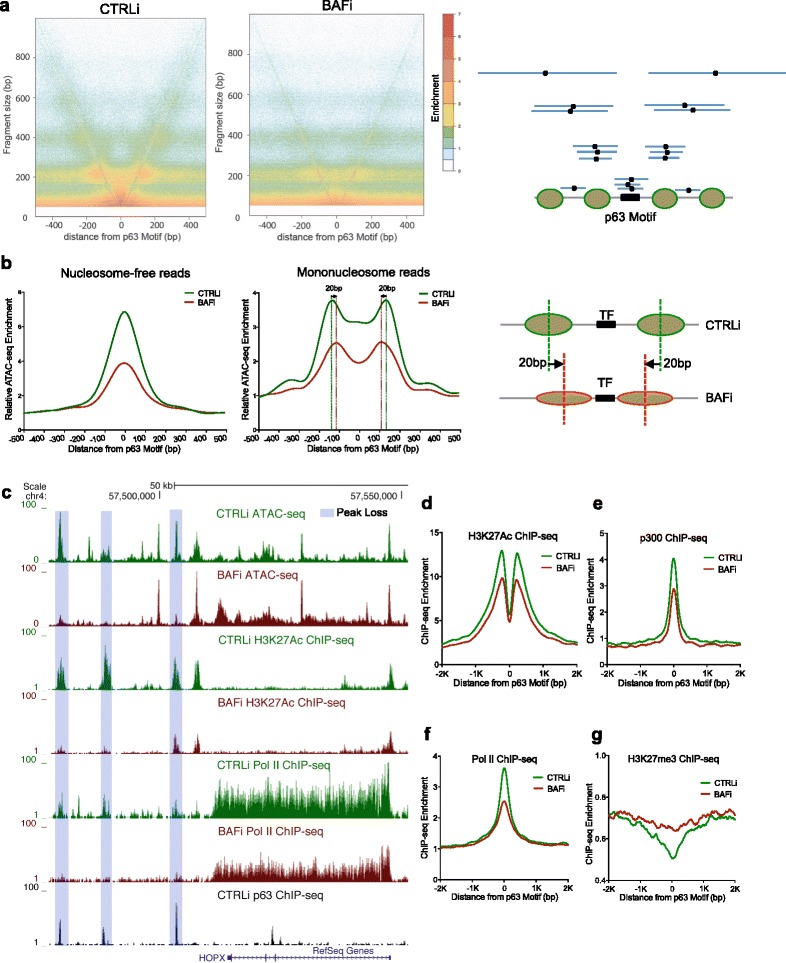
BAF regulates nucleosome positioning and recruits transcriptional machinery. **a** V-plot analysis of ATAC-seq fragments near p63 motif regions in both control (*CTRLi*) and BAF loss (*BAFi*) conditions. Schematic illustration of the V-plot analysis with phased nucleosome is included on the right. **b** Average diagram of nucleosome-free fragments (<100 bp) and mononucleosome fragment (180–247 bp) at p63 motif sites, demonstrating an average compaction of 40 bp at p63 sites with BAF loss. **c** UCSC genome browser tracks comparing ATAC-seq, H3K27Ac ChIP-seq, and Pol II ChIP-seq between CTRLi and BAFi, relative to p63 ChIP-seq at the *HOPX* TF locus. Decreased peaks with BAF loss are shaded with *light blue*. **d–g** Genome-wide average diagram of ChIP-seq (p63, H3K27Ac, Pol II, p300, and H3K27me3) comparing control to BAF loss. *bp* base pair, *kb* kilobase pair, *TF* transcription factor

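In the window of Fig. 3c, around HOPX on hg19 chromosome 4, the 4 ATAC-seq lists merge into 13 regions. HOPX lies on the minus strand from 57514155 to 57548043. At 57503382 to 57503719, outside the gene, 1 region had a peak in both libraries labelled BAFi and in neither labelled CTRLi, and it overlaps a p63 peak and a BAF peak. A second such region at 57521387 to 57522345 lies 604 bp from a HOPX transcript start. No region was called only in the libraries labelled CTRLi. The number of p63 peaks was 5 in CTRLi and 4 in BAFi, and the peak without a partner lies at 57524776 to 57525419 (score 147). H3K27Ac peaks numbered 10 in both conditions, but 4 of those in CTRLi overlapped no BAFi peak and 2 of those in BAFi no CTRLi peak. The p300 peaks numbered 4 and 2. The Pol II list has 1 peak in CTRLi, at 57510820 to 57548350 over the gene, and none in BAFi. HOPX RNA was 297 ± 32.9 RPKM (SD, n = 2) in CTRLi and 400 ± 13.0 in BAFi, a log2 fold change of 0.43 (standard error 0.131, adjusted p = 0.018 from limma with Benjamini-Hochberg adjustment) that was not called.

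**Figure D3:**
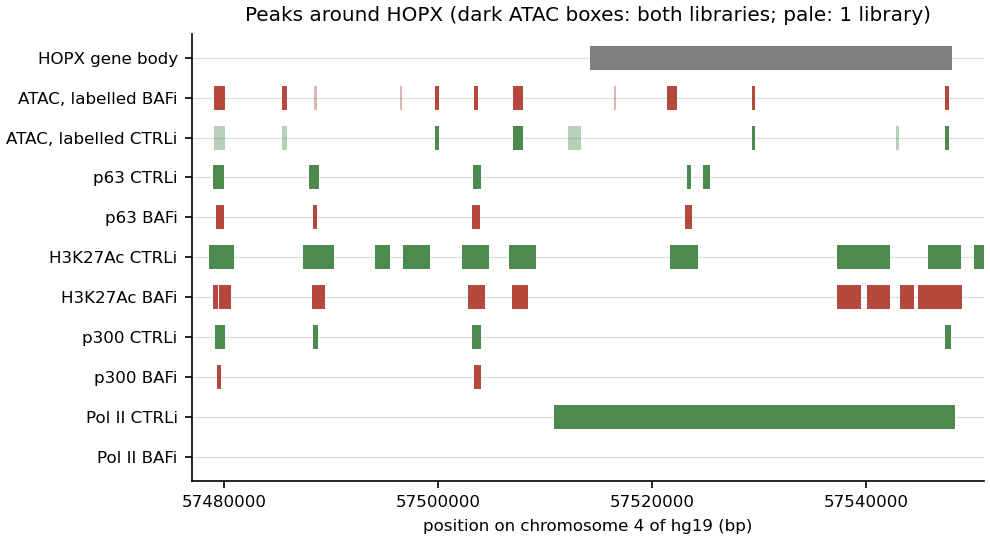
Peaks at HOPX along chromosome 4 (hg19 position), with bars from start to end of each peak. ATAC-seq regions are given by label, dark where both libraries and pale where 1 library had a peak, above the p63, H3K27Ac, p300 and Pol II peaks of CTRLi and BAFi. The Pol II peak over HOPX is present in CTRLi and absent in BAFi.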

Additionally, in normal differentiation, there was high accessibility at the p63 motif sites; however, this was also decreased with BAF loss. To quantify the changes observed in these two conditions, we used the nucleosome-free fragments (<100 base pairs [bp]) and mononucleosome fragments (180–247 bp), as published previously for nucleosome positioning analysis [23]. Consistent with the V-plot analysis, a decreased nucleosome-free signal was observed at p63 binding sites, indicating impaired accessibility at p63 motif regions and diminished nucleosome phasing adjacent to p63 motif with BAF loss. In addition, we found that the summits of the mononucleosome signals were shifted 20 bp towards the center of the p63 motif by BAF depletion (Fig. 3b), indicating an average of 40-bp nucleosome compaction at p63 motif regions in the absence of BAF. This altered nucleosome positioning with BAF loss was not universal, as no significant changes were observed at the CTCF motif (Additional file 1: Figure S3b-e). Therefore, nucleosome positioning analysis indicates that BAF is required to maintain genome accessibility at p63 binding motifs by positioning the nucleosomes away from the recognition sites.

We next hypothesized that BAF might help recruit transcriptional machinery and promote activation marks to sustain open chromatin at p63 binding regions. To test this, we performed ChIP-seq for the activating histone mark H3K27Ac, the histone acetyltransferase p300, RNA pol II, and the repressive histone mark H3K27me3, comparing control differentiating keratinocytes with BAF loss. This demonstrated that H3K27Ac, p300, and pol II levels were decreased with BAF loss, while H3K27me3 levels were increased (Fig. 3c–g). Therefore BAF is required for normal levels of p300, pol II, and H3K27Ac at p63 sites, where it is also required to oppose H3K27me3 and maintain open chromatin.

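The ChIP-seq libraries of chromatin marks and proteins comprise 1 library per condition, so no test between conditions was made. H3K27Ac is a histone acetylation found at active promoters and enhancers, p300 an enzyme that adds it, and H3K27me3 a methylation found at repressed genes. By Table S3 the CTRLi and BAFi libraries have 42.8 M and 30.0 M mapped reads for H3K27Ac, 16.6 M and 33.4 M for p300, 41.4 M and 31.1 M for Pol II, and 29.5 M and 19.8 M for H3K27me3. The deposited lists hold 52055 and 39996 peaks for H3K27Ac, 22003 and 12366 for p300, 13134 and 6681 for Pol II, and 11812 and 5742 for H3K27me3. The paper's text names no peak caller for these libraries, and their scores have the form of MACS. Each list was compared with the 30075 p63 peaks of the CTRLi library, by overlap of at least 1 bp. A p63 peak without an overlapping peak can still carry the mark below the calling threshold, and a loss of peaks is not a measured loss of signal.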

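H3K27Ac peaks overlapped 17111 of the p63 peaks in CTRLi (56.9%, 95% interval 56.3 to 57.5) and 12295 in BAFi (40.9%, 40.3 to 41.4), a log2 ratio of -0.48. For p300 the share fell from 25.2% (24.7 to 25.7) to 13.5% (13.1 to 13.9), a log2 ratio of -0.90. For Pol II it fell from 13.1% (12.7 to 13.5) to 5.58% (5.32 to 5.84), a log2 ratio of -1.23. H3K27me3 peaks overlapped 245 p63 peaks in CTRLi (0.815%, 0.716 to 0.923) and 56 in BAFi (0.186%, 0.141 to 0.242), a log2 ratio of -2.13. With equal numbers of peaks in both lists, the log2 ratios were -0.28 for H3K27Ac, -0.41 for p300, -0.42 for Pol II and -1.51 for H3K27me3. The BAFi library had fewer reads than the CTRLi library for H3K27Ac, Pol II and H3K27me3, and more for p300. Away from p63 peaks, the number of peaks also fell, with log2 ratios of -0.34 for H3K27Ac, -0.80 for p300, -0.87 for Pol II and -1.03 for H3K27me3. These ratios count peaks of each list and not p63 peaks overlapped. With the p63 peaks placed at random, the share overlapping a peak also fell from CTRLi to BAFi. It went from 5.37% to 3.81% for H3K27Ac, 0.904% to 0.439% for p300, 1.80% to 1.20% for Pol II and 1.98% to 0.386% for H3K27me3. From its average profiles of signal, the paper concludes that BAF is needed for normal levels of H3K27Ac, p300 and Pol II at p63 sites and opposes H3K27me3 there (Fig. 3c–g).

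**Figure D4:**
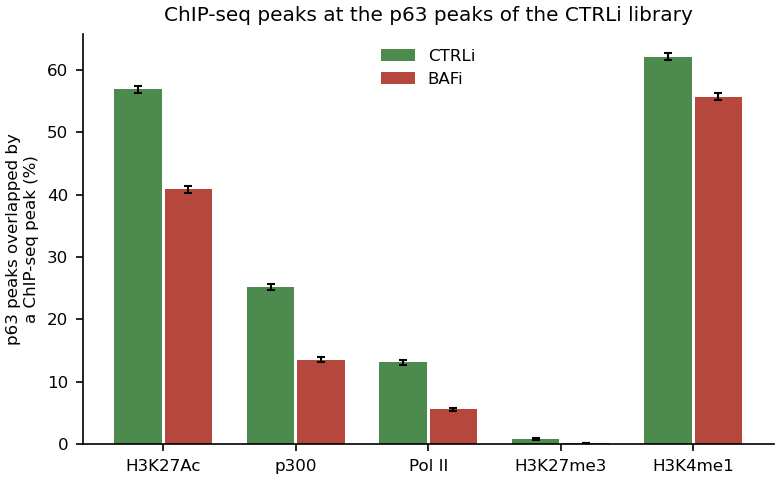
Percentage of the 30075 p63 peaks of CTRLi that overlap a peak of each mark, in CTRLi and in BAFi. Bars are 1 library each and error bars are exact 95% intervals. Shares are lower in BAFi for each mark, with H3K4me1 at 62.1% and 55.7%.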

### p63 is also required to maintain open chromatin regions

As a lineage-determining TF, p63 expression is largely restricted to stratified epithelial tissues. To test the correlation between open chromatin and p63 expression, we examined 15 cell types from ectodermal, endodermal, and mesodermal origins, as well as embryonic stem cells, in ENCODE DNase-seq data. While these other cell types have comparable chromatin accessibility to the general TF CTCF, their p63 motif sites remain inaccessible to DNase I with the exception of human keratinocytes, where p63 is abundantly expressed (Fig. 4a), suggesting that p63 expression is required for open chromatin establishment at p63 sites. To test if p63 is essential to maintain open chromatin, we depleted p63 in differentiating human keratinocytes, and performed ATAC-seq analysis. Similar to BAF loss, p63 loss led to reduced accessibility, destabilized nucleosome phasing, and compacted nucleosome structure at the p63 motif sites within the p63 targets from ChIP-seq analysis (Fig. 4b–d). These data point to a p63 requirement for open chromatin maintenance at p63 binding sites.

**Fig. 4:**
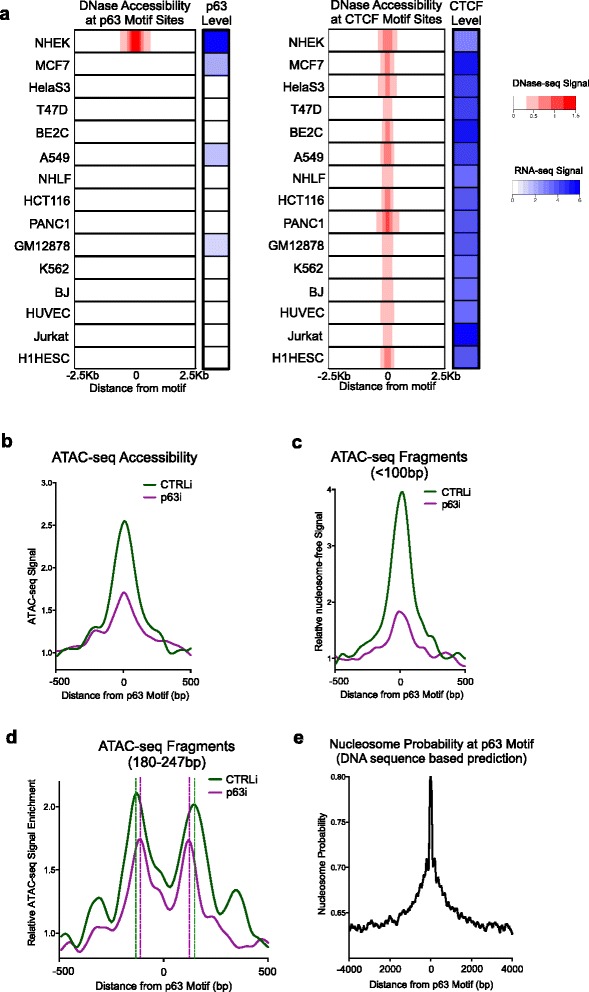
p63 is required to establish and to maintain open chromatin regions. **a** Heatmaps demonstrating chromatin accessibility at p63/CTCF motif sites in 15 different cell types in correlation with the p63/CTCF expression level. The accessibility to DNase I (ENCODE data) is demonstrated in *red*. RNA expression level (ENCODE data) of p63/CTCF in these cell types are include in parallel in *blue*. **b** Average diagram of total ATAC-seq signal at p63 sites comparing p63 loss (*p63i*) with control (*CTRLi*). **c** Average diagram of nucleosome-free fragments (<100 bp) at p63 motif regions, demonstrating p63 is required to maintain DNA accessibility at p63 motif regions. **d** Average diagram of mononucleosomal fragments (180–247 bp) comparing the nucleosome positioning at p63 sites between p63i and CTRLi conditions. Loss of p63 led to impaired nucleosome phasing and an average compaction of 25 bp at p63 motif sites. **e** Average diagram of predicted nucleosome binding probability based on DNA sequence composition in genomic regions centered by p63 motif, indicating that p63 motif sequences intrinsically favor nucleosome binding. *bp* base pair, *ENCODE* encyclopedia of DNA elements

Because local DNA sequence can directly impact nucleosome positioning, we calculated the intrinsic nucleosome binding probability based on genomic sequence [36, 37]. The genomic DNA sequences containing p63 motif sites displayed high nucleosome binding probability, which peaked at p63 motif sites with a probability of ~80 % (Fig. 4e). This high probability for nucleosome binding was absent in the shuffled genomic regions (Additional file 1: Figure S3f). These data suggest that the DNA sequences of p63 binding sites strongly favor nucleosome formation, and that these regions are intrinsically inaccessible in the absence of DNA binding proteins and chromatin remodelers. These data are consistent with our observation that both BAF and p63 are required to maintain open chromatin at p63 sites and support the existence of strong intrinsic suppressive mechanisms at these sites to prevent ectopic epithelial gene activation in non-epithelial cell types.

### BAF and p63 binding reinforce open chromatin

The requirement of both BAF and p63 in controlling open chromatin suggests that BAF and p63 may co-localize to open chromatin regions. We compared the ChIP-seq peaks of BAF and p63 with ATAC-seq peaks in keratinocytes. p63 ChIP-seq peaks were called using MACS (version 1.4.2, *p*-value cutoff 1.00e − 05). 

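Of the 30075 p63 peaks of the CTRLi library, 19340 overlapped a region of the 4 ATAC-seq libraries by at least 1 bp (64.3%, 95% interval 63.8 to 64.8). An ATAC-seq region without a BAF peak was present at 4448 p63 peaks, a BAF peak of unperturbed cells without an ATAC-seq region at 3494, and neither at 7241. The 3 kinds of list come from different libraries, called with different settings.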

Because BAF binds broadly on chromatin, BAF ChIP-seq peaks were called using the “broad” setting of MACS2 (threshold q 0.05). 

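Both a BAF peak of unperturbed cells and an ATAC-seq region overlapped 14892 p63 peaks, or 49.5% of the list. Counted as ATAC-seq regions, these were 14785. The number was 10320 with the ATAC-seq regions of the libraries labelled CTRLi alone and 14782 with those of the libraries labelled BAFi alone.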

We observed a total of 14,853 open chromatin regions with co-binding of BAF and p63 (Fig. 5a). Using proximity ligation analysis, we further confirmed that BAF and p63 were in physical proximity to each other within the nucleus in differentiating human keratinocytes; this proximity signal was specific because it required the presence of both BAF and p63 (Fig. 5b).

**Fig. 5:**
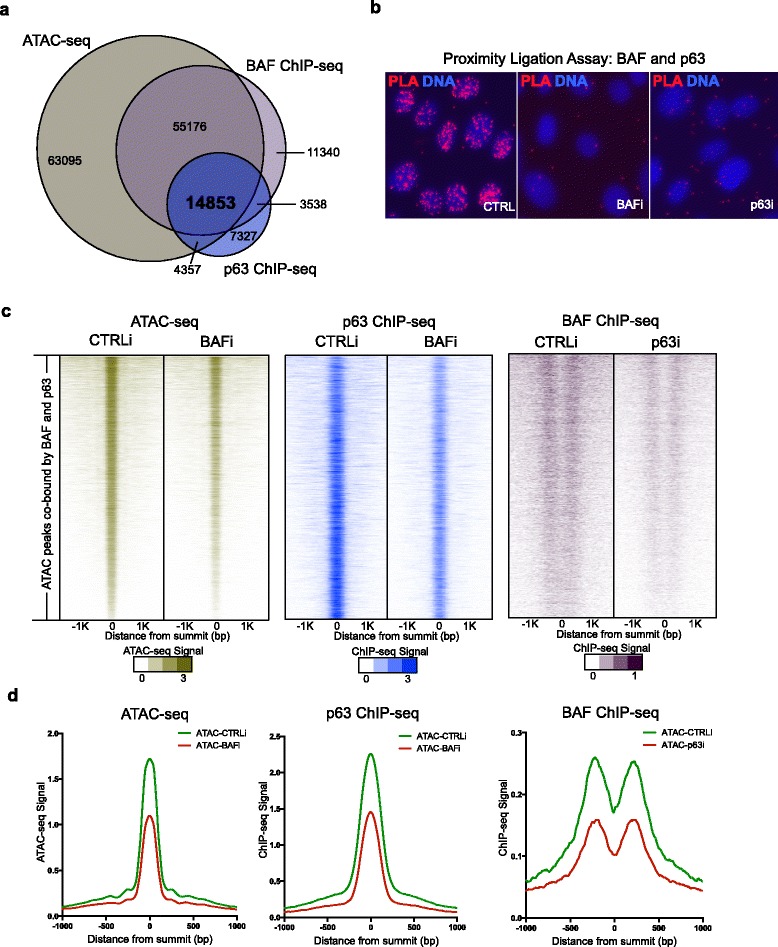
BAF and p63 cooperate in chromatin binding to reinforce open chromatin. **a** Venn diagram showing the overlap among ATAC-seq peaks, BAF ChIP-seq peaks, and p63 ChIP-seq peaks. **b** Proximity ligation analysis (*PLA*) in wild-type (*CTRL*, left), BAF-depleted (*BAFi*, middle), or p63-depleted (*p63i*, right) differentiating keratinocytes. *Red* represents PLA proximity signal for BAF and p63; *blue* is the Hoechst DNA stain. **c** Summit-centered heatmaps of 14,853 ATAC-seq peak regions co-bound with BAF and p63, showing ATAC-seq, p63 ChIP-seq, and BAF ChIP-seq signals in BAF or p63 loss and control conditions. **d** Average diagram of ATAC-seq, p63 ChIP-seq, and BAF ChIP-seq signals in BAF and p63 co-bound regions. *bp* base pair

Because BAF loss caused nucleosome compaction and decreased accessibility at p63 binding sites, we hypothesized that BAF could be essential for normal p63 binding across the genome. To test this, we first compared ATAC-seq accessibility at single nucleotide resolution at p63 and CTCF motif sites, as a method to predict the binding of these TFs. We observed a decreased signal for p63, but not CTCF with BAF loss (Additional file 1: Figure S4a, b), suggesting that p63 DNA binding is dependent on BAF. p63 levels did not change significantly with BAF loss (Additional file 1: Figure S1c), confirming that impaired p63 binding in this setting was not due to decreased p63 protein levels. 

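The p63 ChIP-seq comprises 1 library for CTRLi and 1 for BAFi, with 12.9 M and 26.4 M mapped reads by Table S3. The authors called peaks in each with MACS, and the score of a peak is a transformed p value of that library, used here only to rank peaks within a list. The CTRLi list holds 30075 peaks with a median width of 553 bp and the BAFi list 22883 with a median of 505 bp. A CTRLi peak was counted as lost when no BAFi peak overlapped it by at least 1 bp. With 1 library per condition there is no test.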

To validate these findings, p63 ChIP-seq was performed in differentiating human keratinocytes with and without BAF depletion. p63 ChIP-seq peaks in both control and BAF-loss conditions were called using MACS (version 1.4.2, *p*-value cutoff 1.00e − 05). 

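Of the p63 peaks called in CTRLi, 11930 had no overlapping peak in BAFi, a share of 39.7% (95% interval 39.1 to 40.2), and 18145 had one. In the other direction, 4688 peaks were called in BAFi only. The lost number moved most, to 1485, when the 50% of CTRLi peaks with the highest scores were compared with all BAFi peaks.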

Out of a total of 30,075 normal control p63 binding peaks, 11,930 fell below the MACS peak-calling threshold with BAF loss. Even among the 18,145 peaks still called by MACS in both conditions, the p63 binding signal was reduced on average to half with BAF loss (Additional file 1: Figure S4c–e). 

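The peaks lost with BAFi had a median score of 75.6 in CTRLi and those kept a median of 302, so loss was concentrated among weaker peaks. The lost peak with the highest score (761) lies on hg19 chromosome 19 from 16357968 to 16358800, between genes. The next lie on chromosome 4 from 20359520 to 20360316 in an intron of SLIT2 (score 754) and on chromosome 2 from 195378975 to 195379683 between genes (683). The kept peaks with the highest scores lie in an intron of RAD51B on chromosome 14 (69142838 to 69144733, score 3233), in an intron of AKAP9 on chromosome 7 (91677143 to 91678189, 3218) and on chromosome 14 at 51849149 to 51849908 (3211). The AKAP9 peak holds the p63 pattern AAACATGTATGGACTTGTTA at 91677622 to 91677641, with 2 mismatches. Of the lost peaks, 5.25% (95% interval 4.85 to 5.66) held the pattern within 200 bp around the middle, against 8.82% (8.41 to 9.25) of the kept peaks. The paper concludes that normal p63 binding requires BAF (Figure S4c–e and Fig. 5c, d). Its basis is the peaks below the threshold, the lower signal of the others, and impaired accessibility and p63 binding in co-bound regions.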

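Of the p63 peaks that overlap both a BAF peak and an ATAC-seq region, 4220 were lost with BAFi and 10672 kept. ATAC-seq peaks overlapped 61.1% and 55.3% of the p63 peaks in the libraries labelled BAFi (mean 58.2% ± 4.15, SD, n = 2) and 34.5% and 33.2% in those labelled CTRLi (33.9% ± 0.962). The difference of 24.3 percentage points was larger than the spread between libraries of a group. The exact permutation test of 2 against 2 libraries cannot give a two-sided p under 0.333. With equal numbers of peaks per library the difference was 17.6 points, and over the lost p63 peaks alone 16.5. By region, p63 peaks were present in 25.8% (95% interval 25.2 to 26.4) of those called only in the libraries labelled BAFi and in 1.42% (1.08 to 1.82) of those called only in the libraries labelled CTRLi.

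**Figure D5:**
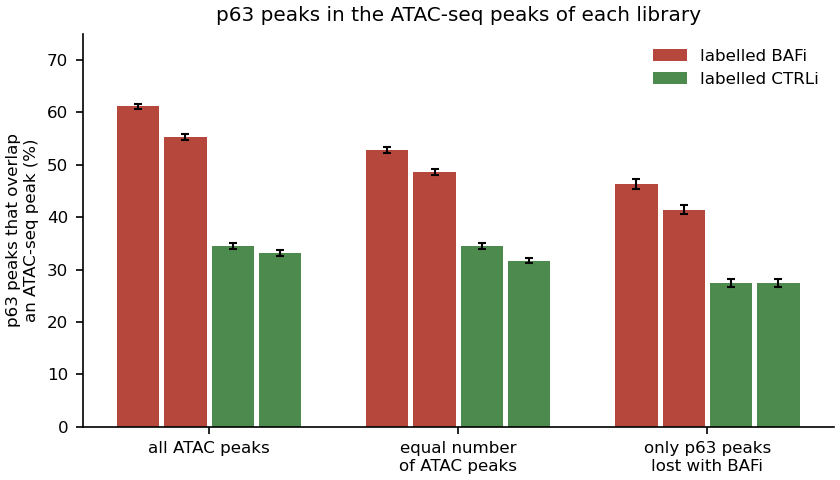
Percentage of p63 peaks that overlap an ATAC-seq peak, for each of the 4 libraries by label. The settings are all peaks, equal numbers of peaks, and only the p63 peaks lost with BAFi. Error bars are exact 95% intervals, and both libraries labelled BAFi lie above both labelled CTRLi in each setting.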

In the 14,853 BAF and p63 co-bound ATAC-seq regions, BAF loss impaired both ATAC accessibility and p63 binding in these regions (Fig. 5c, d). These data indicate that normal p63 genomic binding requires intact BAF.

Prior work suggested that the BAF complex can itself be targeted by TFs to chromatin [19, 38]. To test whether p63 facilitates BAF binding in differentiating epidermal cells, we performed BAF ChIP-seq with p63 depletion. p63 loss correlated with reduced BAF binding at the p63 co-binding sites, but not at CTCF binding sites (Fig. 5c, d; Additional file 1: Figure S4f), indicating that p63 functions selectively on BAF association at p63 binding sites but not universally on BAF association with other sites.

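BAF ChIP-seq with p63i comprises 1 library for CTRLi and 1 for p63i, with 19.2 M and 26.8 M mapped reads by Table S3 and 14420 and 5578 peaks. These lists are shorter than that of unperturbed cells, and the paper names the broad setting of MACS2 for BAF without saying which of the BAF lists it covers. Of the 3823 BAF peaks of CTRLi that overlap a p63 peak, 838 overlapped a BAF peak of p63i, a share kept of 21.9% (95% interval 20.6 to 23.3). Of the 10597 BAF peaks away from p63 peaks, 1827 were kept (17.2%, 16.5 to 18.0). The share kept moved most with lists of equal length, to 32.1% at p63 peaks and 29.1% away from them. The CTCF sites that the paper used come from other data and were not used here. Among BAF peaks with a CTCF pattern and no p63 peak, 112 of 413 were kept (27.1%, 22.9 to 31.7), a set added after the data were seen. This share was higher than that at p63 peaks (Fisher's exact test, two-sided, p = 0.018, as a description of these libraries). The BAF peaks of CTRLi overlapped 3572 of the p63 peaks and those of p63i 1267. From lower BAF signal at the co-bound sites and not at CTCF sites, the paper concludes that p63 acts on BAF binding at p63 sites selectively (Fig. 5c, d; Figure S4f).

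**Figure D6:**
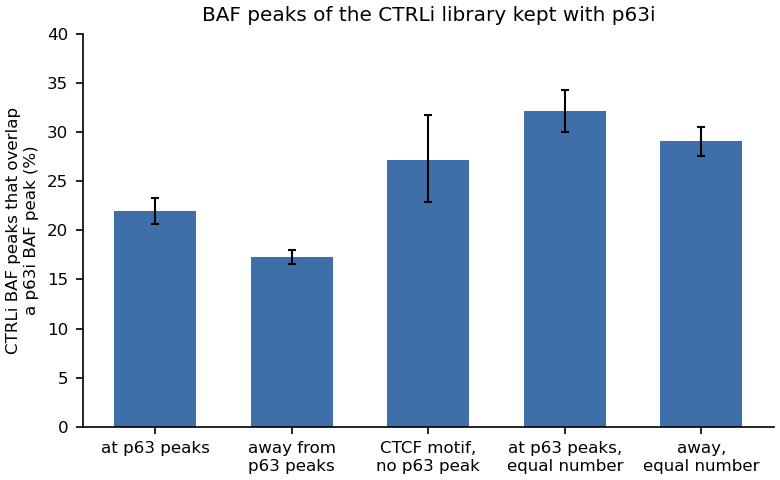
Percentage of BAF peaks of CTRLi that overlap a BAF peak of p63i, with exact 95% intervals. Bars are BAF peaks at p63 peaks, away from them, and with a CTCF pattern and no p63 peak, then the first pair again with lists of equal length. Shares kept were 21.9%, 17.2% and 27.1%, then 32.1% and 29.1%.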

Taken together, our data demonstrate that BAF maintains the epidermal cell-specific open chromatin landscape to promote tissue differentiation. In epithelial tissue, these BAF-dependent open chromatin regions are specifically enriched with p63 sites, which are intrinsically inaccessible to transcriptional machinery in a manner that may ensure repression of epithelial-specific gene expression in non-epithelial tissues that lack p63 expression. The chromatin remodeling activity of BAF controls nucleosome position to increase the accessibility of p63 binding sites, facilitating p63 genomic binding. The binding of p63, in turn, also enhances the chromatin targeting of BAF. This cooperation between BAF and p63 further enables local association of p300 and pol II, sustains activating histone marks, and opposes repressive histone marks in concert with promoting open chromatin formation and differentiation gene expression.

## Discussion

Here we present data indicating that the BAF complex and the epidermal lineage-determining TF p63 cooperate to remodel the open chromatin landscape and condition p63 binding regions for gene activation. In this setting, BAF chromatin remodeling catalytic subunits cooperate with p63 to control nucleosome positioning and to promote epidermal tissue-specific gene expression during differentiation. In this context, BAF is required to displace nucleosomes at an average of approximately 40 bp laterally away from p63 binding sites. This BAF-dependent genome accessibility at p63 sites is associated with enabled p63 binding, activating histone marks, RNA polymerase II machinery recruitment, and target gene expression. Epidermal tissue differentiation is a dynamic process that involves the repression of progenitor genes and the induction of differentiation genes [39]. Although BRG1/BRM and p63 are expressed in both progenitor and differentiation states, our data generation and analysis in this study only focused on differentiation day 4. It remains to be confirmed whether this cooperation also occurs in the epidermal progenitors to maintain the progenitor state.

The BAF complex has long been suggested to slide nucleosomes and to enhance TF binding to DNA, with early studies using in vitro DNase I cleavage experiments to probe changes on reconstituted chromatin templates in vitro [40, 41]. Using similar in vitro systems, it has also been indicated that transactivation domains, such as VP16, could facilitate BAF targeting to chromatin to stimulate its remodeling activity in vitro [42]. Very little has been determined, however, regarding how the BAF complex remodels genome-wide open chromatin landscape to regulate gene expression in vivo [43]. The present work indicates that BAF maintains DNA accessibility at ~11.6 % of open genomic regions in epidermal differentiation, with a strong selectivity towards lineage-specific regions rather than the common regions shared by multiple cell types. This suggests that the BAF complex does not function as a general chromatin remodeler, but displays strong selectivity in the context of developmental processes.

BAF has been demonstrated to associate with a variety of TFs from both in vitro and in vivo evidence [16, 25, 40, 41, 44, 45]. With the presence of hundreds of transcription regulators at a given developmental stage, it was unclear whether BAF displays any specificity in interacting selectively at binding sites of particular functionally active TFs to control open chromatin regions. Our data suggest that, during epidermal differentiation, the BAF complex exhibits strong specificity in cooperating with the lineage-determining TF p63 to activate gene expression by maintaining chromatin accessibility. Previous motif analysis indicated that a number of other TFs, such as RUNX1, RXRA, and TFAP2a, may function as co-activators for p63 [46]. This may explain the variations we observed for the accessibility changes in individual p63 sites with BAF knockdown. The co-binding of other TFs near p63 binding sites may make these sites more resistant to decreased p63 binding caused by BAF loss. In addition, it has been shown in mouse skin that p63 regulates Satb1 expression to further control chromatin architecture [47]. It would be of interest for future investigations to elucidate the crosstalk and the feedback regulation between chromatin modifiers and TFs to control gene expression in the context of tissue differentiation.

Our data also suggest that the BAF complex is required to maintain the accessibility at slightly more than 10 % of open chromatin regions genome-wide, at least in the context of epidermal differentiation. This raises the question of which factors maintain the open structure of the other ~90 %. One plausible possibility is that the other regions are controlled by the remodeling activity of other chromatin remodeling complexes, such as CHD, ISWI, and INO80 family members [48]. It also remains to be determined how much of the other open chromatin regions are pre-determined by their DNA sequence to dis-favor nucleosome formation.

We observed two well-positioned nucleosomes adjacent to p63 binding sites in normal epithelial differentiation. The role of nucleosome positioning in gene expression, while incompletely understood, has been best studied at TSSs. At the TSSs for active genes, a total of eight (three upstream and five downstream of the TSS) well-positioned nucleosomes are detected; however, only one +1 nucleosome is detected for silenced genes [49]. This suggests that well-positioned nucleosomes are positively correlated with gene expression. Much less is understood for intergenic DNA regions, including the distal regulatory regions observed here. Similar to what we have observed at p63 binding sites, well-positioned nucleosomes near TF binding sites have been reported at the Pu.1 sites in macrophages [50] and the androgen receptor sites in prostate cancer cells [51], although the basis for this positioning is unclear. Our data suggest that nucleosome phasing at regulatory regions requires the cooperation of a dominant TF, such as p63, and a chromatin remodeling complex, such as BAF, to overcome the intrinsic proclivity to nucleosome binding.

The BAF chromatin remodeling complex is a 2-MDa protein complex composed of 10 regulatory subunits and the interchangeable catalytic subunit BRG1 or BRM. The expression of BAF subunits differs in various cell types, and specific BAF subunits function to control specific gene expression [52]. To study the role of the BAF chromatin remodeling complex, we focused on its catalytic subunits. Taken together with the cooperativity and selectivity of BAF with p63 in epithelial tissue, it would be interesting to investigate the specific subunit composition of the BAF complex that interacts with p63. Furthermore, the BAF complex is frequently mutated in human cancers, including epidermal squamous cell carcinoma of the skin (SCC) [53]. Testing whether p63-BAF cooperativity in differentiation gene induction is compromised in SCC in a manner that inhibits tissue terminal differentiation and promotes cancer progression is also an intriguing future avenue of research. Given that p53 and p63 are structurally very similar to each other, it is also of future interest to investigate the degree of sustained cooperation between p53 and the BAF complex in both normal and cancer tissues.

## Conclusions

We demonstrate that the BAF chromatin remodeling complex plays an essential role in controlling the open chromatin landscape in somatic tissue differentiation. Although BAF binds broadly across the open chromatin landscape, BAF displays strong preferences in controlling the lineage-specific regions by cooperating with the master TF p63 in epidermal differentiation. These lineage-specific regions are characterized by a high intrinsic affinity to nucleosomes, and are inaccessible in other lineages. Maintenance of accessibility at the lineage-specific regions requires cooperation between BAF and the master TF to position the nucleosomes away from the TF recognition sites and to further recruit the transcriptional machinery to these regions, enabling tissue-specific gene expression.

## Methods

### Epidermal cell culture

Primary human epidermal keratinocytes were isolated from fresh surgically discarded skin from multiple donors. Keratinocytes from a minimum of three donors were mixed and cultured in complete Keratinocyte-SFM (Life Technologies, Grand Island, New York, USA,  #17005-142) and Medium 154 (Life Technologies #M-154-500). To induce terminal differentiation, keratinocytes were seeded in confluent condition with the addition of 1.2 mM Ca^2+^ in culture medium for 4 days. All sequencing experiments in this paper were carried out on differentiation day 4.

### On-plate ATAC-seq for differentiated keratinocytes

The on-plate ATAC-seq was modified based on the original ATAC-seq method [23] with the following modifications. First, 50,000 keratinocytes were seeded on a 96-well plate (Breiner Bio-one, Monroe, North Carolina, USA,  Cat# 675180). After inducing differentiation for 4 days, the cells were washed briefly with phosphate-buffered saline (PBS) two times, and permeabilized with lysis buffer (10 mM Tris-Cl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.05 % NP-40) for 10 min. After this permeabilization step, the supernatant were removed, and replaced with 50 μL transposase and buffer mix (25 μL TD (2x reaction buffer from Nextera kit, Illumina, San Diego, California, USA), 5 μL TDE1(Tn5 Transposase from Nextera kit, Illumina), 20 μL nuclease-free H_2_O). After 30 min of incubation at 37 °C, a total volume of 250 μL Buffer PB (Qiagen, Hilden, Germany) was mixed with the reaction before DNA purification and polymerase chain reaction (PCR) enrichment. Each replicate of ATAC-seq data used in this study was generated individually using 50,000 keratinocytes growing in each well of a 96-well plate under differentiation conditions.

### Gene transfer and knockdown

For siRNA knockdown of BRG1/BRM, 1 × 10^6^ cells were electroporated with 1 nmol siRNA of each (ON-TARGETplus SMARTpool, Dharmacon, Lafayette, Colorado, USA) using Amaxa Human Keratinocyte Nucleofector Kit (Lonza, Basel, Switzerland, VPD-1002). To serve as control, 2 nmol total control siRNA were electroporated to 1 × 10^6^ cells. For siRNA knockdown of p63, an siRNA targeting pan p63 was used as published previously (sequence: CGACAGUCUUGUACAAUUUUU, Dharmacon) [32].

### Protein expression analysis

For immunoblot analysis, 20–50 μg of cell lysates were loaded per lane for sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred to polyvinylidene fluoride membranes. Primary antibodies were incubated at 4 °C overnight and secondary antibodies were incubated at room temperature for 1 h. The affinity purified J1 antiserum against BRG1/BRM was a generous gift of G Crabtree (Stanford University). Other antibodies used in this study include: anti-Krt1 (Covance, Princeton, New Jersey, USA), p63 (Santa Cruz Biotechnology, Santa Cruz, California, USA), p53 (Santa Cruz Biotechnology), and tubulin (Sigma, St. Louis, Missouri, USA).

### qRT-PCR expression analysis

For qRT-PCR, total RNA was extracted using the RNeasy Plus kit (Qiagen) and subsequently subjected to reverse transcription using the SuperScript VILO cDNA synthesis kit (Invitrogen). qRT-PCR (Quantitative Reverse Transcription Polymerase Chain Reaction) analysis was performed using the Mx3000P instrument with the SYBR Green Master Mix (Fermentas, Burlington, Ontario, Canada). Samples were run in duplicate and normalized to levels of GAPDH mRNA or 18S ribosomal RNA for each reaction.

### Chromatin immunoprecipitation

ChIP assays were performed essentially as previously described [28] with minor modifications. Human keratinocytes were cross-linked with 1 % formaldehyde at room temperature for 10 min. The chromatin was sonicated to achieve fragments with an average length of 200–500 bp. The sonicated chromatin was immunoprecipitated overnight at 4 °C with J1 antibody [29], Poll II (Millipore, Bedford, Massachusetts, USA), H3K27Ac (Active Motif, Calsbad, California, USA), H3K27me3 (Active Motif), H3K4me (Active Motif), or the same amount of IgG control (Cell Signaling). Following reverse cross-linking, the samples were treated with RNase and Protease K, and the DNA was purified using the Qiagen PCR Purification kit. For ChIP-seq, 10 ng of purified ChIP DNA were used to generate the sequencing library using NEBNext ChIP-Seq Library Prep Master Mix Set.

### Analysis of cell-type specificity of chromatin accessibility

Filtered reads from DHS-seq were downloaded as BAM files from the ENCODE project (http://hgdownload.cse.ucsc.edu/goldenPath/hg19/encodeDCC/wgEncodeUwDnase/). A set of universal DHS “clusters” identified by ENCODE was download from the UCSC Genome Browser (wgEncodeRegDnaseClusteredV3.bed), and DHS reads from each cell type were counted in each universal DHS region. DHS read counts were transformed with the arcsin function, and a z-score was calculated for the signal of each cell type for each region. Box plots were made using the R boxplot() function, and heatmaps were made using the heatmap.2 function in the R gplots package.

### Nucleosome probability analysis

Calculation of intrinsic nucleosome binding based on DNA sequence was performed using the Perl algorithm developed by Segal Lab [36]. Sequences of 6000 bp flanking the p63 motif sites were used as input genomic sequences. To remove the boundary effect, a window size of 4000 bp flanking the motif sites was used to plot the output. The same number and length of randomly shuttled genomic regions generated by Bedtools were used as a negative control for the analysis.

### Proximity ligation analysis

Primary human keratinocytes were cultured in differentiation condition on chamber slides, fixed by 4 % Formaldehyde Solution (Thermo Scientific, Rockford, Illinois, #28906) for 10 min at room temperature. Slides were blocked using blocking buffer (PBS with 0.3 % TritonX-100, 3 % normal horse serum) for 1 h at room temperature, followed by primary antibody incubation overnight at 4 °C. Slides were washed by PBS three times the next day, and were subsequently incubated with the PLA probes anti-mouse and anti-rabbit (Sigma). The Duolink In Situ Detection Reagents Orange (Sigma) was used for ligation and signal amplification.

### Nucleosome-free and mononucleosome ATAC-seq analysis

We first isolated paired-end ATAC-seq fragments from two length ranges: fragments shorter than 100 bp, and fragment lengths between 180 and 247 bp. These ranges were used previously [23] to distinguish transposase insertion into nucleosome-free DNA and insertions flanking nucleosomes, respectively. A 1-kb window centered on each region of interest was divided into ten 100 equal-sized bins. For each region, the number of fragment centers (single base pair) overlapping each bin was counted for each of the two fragment size ranges. The average fragment count plotted in each bin was normalized to the average fragment count in the first five bins in order to set the background signal to one. In order to facilitate comparisons across conditions in which ATAC-seq libraries exhibited markedly different signal to noise ratios, CTCF binding sites were used as a stable reference feature to scale average profiles. The enrichment profile was computed as described above for CTCF binding sites, and then a simple linear transformation was applied to match CTCF profiles across conditions. The same transformation was applied to profiles derived from other features of interest. For profiles derived from low-depth ATAC-seq libraries, a spline smoothing function from R (smooth.spline package) was used with a smoothing parameter between 0.3 and 0.5.

### V-plot analysis for nucleosome positioning

A volcano plot was constructed by plotting the normalized number of fragments. The length of the fragment was indicated by the y-axis; and the distance between the centers of the fragments to a p63 motif site was indicated by the x-axis. Volcano plots for both control and BAF loss were generated, enabling visual comparison of nucleosome positioned near p63 motif sites.

### ATAC-seq mapping, peak calls, and differential peak calls

ATAC-seq paired-end reads were trimmed for Illumina adapter sequences using a custom script and mapped to hg19 using bowtie with parameters –S –X2000 –m1. Duplicate reads were discarded with samtools. Peaks were identified using macs2 with parameters callpeak –nomodel –shift -100 –extsize 200. Peak sets called in individual replicates were combined and individual peaks merged if overlapping within 300 bp to form a union peak set. Differentially accessible peaks from this union set were identified with edgeR by counting all read ends overlapping peaks in each condition. edgeR was run with default settings, a fold-change threshold of 2, and FDR < 0.01.

### Single-nucleotide-resolution accessibility analysis

Because the Tn5 transposon binds as a dimer and inserts two adaptors separated by 9 bp [54], all reads aligning to the + strand were offset by +4 bp, and all reads aligning to the – strand were offset −5 bp. To predict the DNA binding of p63 and CTCF, we calculated the enrichment of the first base pair of each mapped and shifted ATAC-seq read in the motif sites within the TF binding sites from ChIP-seq analysis. p63 ChIP-seq in differentiated human keratinocytes [30] as well as the ENCODE CTCF ChIP-seq using human keratinocytes were used in this analysis.

### Cross cell type DHS analysis

DHS profiles were downloaded as BigWig files from the ENCODE portal at the UCSC genome browser (http://hgdownload.cse.ucsc.edu/goldenPath/hg19/encodeDCC/wgEncodeUwDnase/). The Homer annotatePeaks tool (http://homer.salk.edu/homer/) was used to calculate the average DHS signal in 10-bp bins surrounding p63 or CTCF sites.

### ChIP-seq metaplots

Metaplots of ChIP-seq signal (H3K27ac, H3K27me3, H3K4me1, RNA polymerase II, and BAF complex) were generated using the Homer annotatePeaks tool with reads counted in a 10-bp window and default library size normalization.

### RNA-seq library generation and data analysis

RNA extraction was performed using RNeasy Plus (Qiagen) from day 4 differentiated human keratinocytes treated with Brg1/Brm siRNA, p63 siRNA, or Control siRNA in technical replicates. rRNA was removed from each RNA extraction using Ribo-Zero rRNA Removal Kit (Illumina) before proceeding with RNA-seq library construction (NEBNext Ultra RNA Library Prep Kit, NEB). Paired-end sequencing of 2 × 75 bp was performed by Stanford Functional Genomics Facility using a Nextseq Sequencer (Illumina). Sequencing reads were mapped to hg19 using TopHat, raw read counts for each gene were calculated using an in-house generated perl script, and differential expression was analyzed using DEseq with the cutoff of FDR < 0.01, fold change >3.

### Data availability

Our ATAC-seq, ChIP-seq, and RNA-seq data sets have been deposited with the Gene Expression Omnibus [GEO: GSE67382]. The sequencing depth of these sequencing data is included in Additional file 2: Table S3.

### External datasets

The DHS data, RNA-seq data for 15 cell types as well as the CTCF ChIP-seq data in NHEK used in this study were generated by the ENCODE project. p63 ChIP-seq data in normal keratinocytes and the p63 transcriptome profiling analysis were extracted from previously published data sets generated by our group [30]. KLF4 motif sites within KLF4 ChIP-seq binding sites and RNA-seq data of differentiated human keratinocytes were also extracted from previously published studies from our group [55, 56].

### Ethics

This study was conducted under IRB-35324 (Stanford University). The keratinocytes used in this study were isolated from surgically discarded foreskin before January 2015, and were mixed from 3–5 de-identified donors. The tissue donation was under IRB exempt protocol at Stanford. We confirm that the experimental methods comply with the Helsinki Declaration.

## Additional files

Additional file 1:
**Includes the supplementary Figures S1–4.** **Figure S1**. BAF is essential for epidermal gene induction. (**a**) Quantitative RT-PCR analysis demonstrating the knockdown efficiency of BRG1/BRM siRNAs and the suppression of differentiation gene expression in BAF loss compared to control. (**b**) GO analysis of the significant changed genes (fold change > 3, FDR < 0.01) with BAF knockdown in RNA-seq. (**c**) Western blot analysis showing the time course of 4-day differentiation induction in primary human keratinocytes, comparing BRG1/BRM loss with control. BRG1/BRM siRNA efficiently knocked down BRG1 and BRM protein levels. The induction of Keratin 1 is significantly impaired with BAF loss, although no significant changes were detected with p63 and p53 protein level relative to tubulin loading control. (**d**–**f**) Distribution of total ATAC-seq peaks, and the BAF-dependent ATAC-seq peaks relative to gene promoter, exon, intron and distal regulatory regions. **Figure S2**. BAF maintains open chromatin regions with p63 binding sites. (**a**) Scatter plot demonstrating correlation between BAF binding and open chromatin across the genome. (**b**) RNA expression levels (RPKM) of p53 family transcription factors in human keratinocytes. (**c**) Pie chart demonstrating the percentage of p63 motif sites at p63 binding sites that became inaccessible with BAF knockdown. (**d**) RNA expression levels of all expressed TFs in keratinocytes. Gray dots indicate the expression levels of 809 TFs (RPKM > 1 in differentiating human keratinocytes) listed in GO. Representative TFs known to be functional in epidermal differentiation along with CTCF are highlighted in brown and red. (**e**) ATAC-seq accessibility in KLF4 motif sites in KLF4 binding sites comparing control vs BAF loss conditions. (**f**) Heatmap showing the fold changes of the shared 236 genes (fold change > 3, FDR < 0.01) controlled by both BAF and p63. (**g**) Representative RNA-seq data tracks of BAFi, p63i, and CTRLi replicates. **Figure S3**. BAF loss does not affect nucleosome positioning or genome accessibility at CTCF binding regions. (**a**) ATAC-seq fragment size distribution. Gray shaded area represents nucleosome-free fragments (<100 bp), and blue shaded area represents mononucleosome fragments (180–247 bp). Schematic illustration of these ATAC-seq fragments is shown on the right. (**b**, **c**) V-plot analysis demonstrating the nucleosome positioning at CTCF motif regions comparing control versus BAF loss. (**d**) Average diagram of nucleosome-free ATAC-seq fragments at CTCF motif regions comparing control and BAF loss. (**e**) Average diagram of mononucleosome ATAC-seq fragments at CTCF motif regions comparing control and BAF loss. (**f**) Average diagram of predicted nucleosome binding probability based on DNA sequences using same number of shuffled genomic regions as in p63 motif nucleosome probability analysis. **Figure S4**. BAF loss impairs p63 binding to its target sites. (**a**, **b**) Single nucleotide ATAC accessibility analysis with 1-bp resolution at p63 and CTCF motif regions in their ChIP-seq binding sites, comparing control and BAF loss. (**c**) Summit-centered heatmap comparing p63 ChIP-seq peaks in control and BAF loss. (**d**, **e**) Average diagram of p63 ChIP-seq signal enrichment in the peaks that are overlapped or unique in control. (**f**) Average diagram of BAF ChIP-seq signal at CTCF sites comparing p63 loss with control conditions. (PDF 3349 kb) Additional file 2: Table S1. Genes changed >3-fold with BRG1/BRM knockdown. **Table S2** Shared genes controlled by both BAF and p63 with fold change > 3. **Table S3** Sequencing depth of the ATAC-seq, RNA-seq, and ChIP-seq data generated for this study.

## Abbreviations

ATAC-seq: Assay for transposase-accessible chromatin with high throughput sequencing
BAF: Brg/Brm associated factor
bp: base pair
ChIP-seq: chromatin immunoprecipitation followed by high-throughput DNA sequencing
DHS: DNaseI hypersensitivity site
ENCODE: Encyclopedia of DNA Elements
FAIRE-seq: formaldehyde-assisted isolation of regulatory elements followed by high-throughput sequencing
FDR: false discovery rate
GO: Gene Ontology
NHEK: normal human epidermal keratinocytes
PBS: phosphate-buffered saline
PCR: polymerase chain reaction
PLA: proximity ligation analysis
SCC: squamous cell carcinoma
TF: transcription factor
TSS: transcription start site

## References

[1] Agarwal AK, Garg A (2006). Genetic disorders of adipose tissue development, differentiation, and death. Annu Rev Genomics Hum Genet..

[2] Thelu J, Rossio P, Favier B (2002). Notch signalling is linked to epidermal cell differentiation level in basal cell carcinoma, psoriasis and wound healing. BMC Dermatol..

[3] Reuter JA, Ortiz-Urda S, Kretz M, Garcia J, Scholl FA, Pasmooij AMG (2009). Modeling inducible human tissue neoplasia identifies an extracellular matrix interaction network involved in cancer progression. Cancer Cell..

[4] Ridky TW, Chow JM, Wong DJ, Khavari PA (2010). Invasive three-dimensional organotypic neoplasia from multiple normal human epithelia. Nat Med..

[5] Stergachis AB, Neph S, Reynolds A, Humbert R, Miller B, Paige SL (2013). Developmental fate and cellular maturity encoded in human regulatory DNA landscapes. Cell..

[6] Natarajan A, Yardimci GG, Sheffield NC, Crawford GE, Ohler U (2012). Predicting cell-type-specific gene expression from regions of open chromatin. Genome Res..

[7] Song L, Zhang Z, Grasfeder LL, Boyle AP, Giresi PG, Lee B-K (2011). Open chromatin defined by DNaseI and FAIRE identifies regulatory elements that shape cell-type identity. Genome Res..

[8] Boyle AP, Davis S, Shulha HP, Meltzer P, Margulies EH, Weng Z (2008). High-resolution mapping and characterization of open chromatin across the genome. Cell..

[9] Giresi PG, Kim J, McDaniell RM, Iyer VR, Lieb JD (2007). FAIRE (Formaldehyde-Assisted Isolation of Regulatory Elements) isolates active regulatory elements from human chromatin. Genome Res..

[10] Hang CT, Yang J, Han P, Cheng HL, Shang C, Ashley E, et al. Chromatin regulation by Brg1 underlies heart muscle development and disease. Nature. 2010; 466:62-67.10.1038/nature09130PMC289889220596014

[11] De la Serna IL, Carlson KA, Imbalzano AN (2001). Mammalian SWI/SNF complexes promote MyoD-mediated muscle differentiation. Nat Genet..

[12] Indra AK, Dupé V, Bornert J-M, Messaddeq N, Yaniv M, Mark M (2005). Temporally controlled targeted somatic mutagenesis in embryonic surface ectoderm and fetal epidermal keratinocytes unveils two distinct developmental functions of BRG1 in limb morphogenesis and skin barrier formation. Development..

[13] Bao X, Tang J, Lopez-Pajares V, Tao S, Qu K, Crabtree GR (2013). ACTL6a enforces the epidermal progenitor state by suppressing SWI/SNF-dependent induction of KLF4. Cell Stem Cell..

[14] Hu G, Schones DE, Cui K, Ybarra R, Northrup D, Tang Q (2011). Regulation of nucleosome landscape and transcription factor targeting at tissue-specific enhancers by BRG1. Genome Res..

[15] Gresh L, Bourachot B, Reimann A, Guigas B, Fiette L, Garbay S (2005). The SWI/SNF chromatin-remodeling complex subunit SNF5 is essential for hepatocyte differentiation. EMBO J..

[16] Kadoch C, Hargreaves DC, Hodges C, Elias L, Ho L, Ranish J (2013). Proteomic and bioinformatic analysis of mammalian SWI/SNF complexes identifies extensive roles in human malignancy. Nat Genet..

[17] Wilson BG, Roberts CWM (2011). SWI/SNF nucleosome remodellers and cancer. Nat Rev Cancer..

[18] Utley RT (1997). SWI/SNF Stimulates the formation of disparate activator-nucleosome complexes but is partially redundant with cooperative binding. J Biol Chem..

[19] De la Serna IL, Ohkawa Y, Berkes CA, Bergstrom DA, Dacwag CS, Tapscott SJ (2005). MyoD targets chromatin remodeling complexes to the myogenin locus prior to forming a stable DNA-bound complex. Mol Cell Biol..

[20] Morris SA, Baek S, Sung M-H, John S, Wiench M, Johnson TA (2014). Overlapping chromatin-remodeling systems collaborate genome wide at dynamic chromatin transitions. Nat Struct Mol Biol..

[21] Moshkin YM, Mohrmann L, van Ijcken WFJ, Verrijzer CP (2007). Functional differentiation of SWI/SNF remodelers in transcription and cell cycle control. Mol Cell Biol..

[22] Willis MS, Homeister JW, Rosson GB, Annayev Y, Holley D, Holly SP (2012). Functional redundancy of SWI/SNF catalytic subunits in maintaining vascular endothelial cells in the adult heart. Circ Res..

[23] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods..

[24] Huang H, Hsing H, Lai T, Chen Y, Lee T, Chan H (2010). Trypsin-induced proteome alteration during cell subculture in mammalian cells. J Biomed Sci..

[25] Banno T, Blumenberg M (2014). Keratinocyte detachment-differentiation connection revisited, or Anoikis-Pityriasi Nexus Redux. PLoS One..

[26] Sethi I, Sinha S, Buck MJ (2014). Role of chromatin and transcriptional co-regulators in mediating p63-genome interactions in keratinocytes. BMC Genomics..

[27] Ho L, Jothi R, Ronan JL, Cui K, Zhao K, Crabtree GR (2009). An embryonic stem cell chromatin remodeling complex, esBAF, is an essential component of the core pluripotency transcriptional network. Proc Natl Acad Sci U S A..

[28] Euskirchen GM, Auerbach RK, Davidov E, Gianoulis TA, Zhong G, Rozowsky J (2011). Diverse roles and interactions of the SWI/SNF chromatin remodeling complex revealed using global approaches. PLoS Genet..

[29] Khavari PA, Peterson CL, Tamkun JW, Mendel DB, Crabtree GR (1993). BRG1 contains a conserved domain of the SWI2/SNF2 family necessary for normal mitotic growth and transcription. Nature..

[30] Zarnegar BJ, Webster DE, Lopez-Pajares V, Vander Stoep Hunt B, Qu K, Yan KJ (2012). Genomic profiling of a human organotypic model of AEC syndrome reveals ZNF750 as an essential downstream target of mutant TP63. Am J Hum Genet.

[31] Smeenk L, van Heeringen SJ, Koeppel M, van Driel MA, Bartels SJJ, Akkers RC (2008). Characterization of genome-wide p53-binding sites upon stress response. Nucleic Acids Res..

[32] Truong AB, Kretz M, Ridky TW, Kimmel R, Khavari PA (2006). p63 regulates proliferation and differentiation of developmentally mature keratinocytes. Genes Dev..

[33] Mills AA, Zheng B, Wang XJ, Vogel H, Roop DR, Bradley A (1999). p63 is a p53 homologue required for limb and epidermal morphogenesis. Nature..

[34] Armstrong JA, Bieker JJ, Emerson BM (1998). A SWI/SNF–related chromatin remodeling complex, E-RC1, is required for tissue-specific transcriptional regulation by EKLF in vitro. Cell..

[35] Martens JA, Winston F (2003). Recent advances in understanding chromatin remodeling by Swi/Snf complexes. Curr Opin Genet Dev..

[36] Kaplan N, Moore IK, Fondufe-Mittendorf Y, Gossett AJ, Tillo D, Field Y (2009). The DNA-encoded nucleosome organization of a eukaryotic genome. Nature..

[37] Segal E, Fondufe-Mittendorf Y, Chen L, Thåström A, Field Y, Moore IK (2006). A genomic code for nucleosome positioning. Nature..

[38] Kowenz-Leutz E, Leutz A (1999). A C/EBPβ isoform recruits the SWI/SNF complex to activate myeloid genes. Mol Cell..

[39] Lopez-Pajares V, Qu K, Zhang J, Webster DE, Barajas BC, Siprashvili Z (2015). A LncRNA-MAF:MAFB transcription factor network regulates epidermal differentiation. Dev Cell..

[40] Cote J, Peterson CL, Workman JL (1998). Perturbation of nucleosome core structure by the SWI/SNF complex persists after its detachment, enhancing subsequent transcription factor binding. Proc Natl Acad Sci..

[41] Kwon H, Imbalzano AN, Khavari PA, Kingston RE, Green MR (1994). Nucleosome disruption and enhancement of activator binding by a human SW1/SNF complex. Nature..

[42] Gutiérrez JL, Chandy M, Carrozza MJ, Workman JL (2007). Activation domains drive nucleosome eviction by SWI/SNF. EMBO J..

[43] Hargreaves DC, Crabtree GR (2011). ATP-dependent chromatin remodeling: genetics, genomics and mechanisms. Cell Res..

[44] Seo S, Richardson GA, Kroll KL (2005). The SWI/SNF chromatin remodeling protein Brg1 is required for vertebrate neurogenesis and mediates transactivation of Ngn and NeuroD. Development..

[45] Pedersen TA, Kowenz-Leutz E, Leutz A, Nerlov C (2001). Cooperation between C/EBPalpha TBP/TFIIB and SWI/SNF recruiting domains is required for adipocyte differentiation. Genes Dev..

[46] Kouwenhoven EN, Oti M, Niehues H, van Heeringen SJ, Schalkwijk J, Stunnenberg HG (2015). Transcription factor p63 bookmarks and regulates dynamic enhancers during epidermal differentiation. EMBO Rep..

[47] Fessing MY, Mardaryev AN, Gdula MR, Sharov AA, Sharova TY, Rapisarda V (2011). p63 regulates Satb1 to control tissue-specific chromatin remodeling during development of the epidermis. J Cell Biol..

[48] Clapier CR, Cairns BR. The biology of chromatin remodeling complexes. Annu Rev Biochem. 2009;78:273-304.10.1146/annurev.biochem.77.062706.15322319355820

[49] Schones DE, Cui K, Cuddapah S, Roh T-Y, Barski A, Wang Z (2008). Dynamic regulation of nucleosome positioning in the human genome. Cell..

[50] Barozzi I, Simonatto M, Bonifacio S, Yang L, Rohs R, Ghisletti S (2014). Coregulation of transcription factor binding and nucleosome occupancy through DNA features of mammalian enhancers. Mol Cell..

[51] He HH, Meyer CA, Shin H, Bailey ST, Wei G, Wang Q (2010). Nucleosome dynamics define transcriptional enhancers. Nat Genet..

[52] Wu JI, Lessard J, Crabtree GR (2009). Understanding the words of chromatin regulation. Cell..

[53] Lee CS, Bhaduri A, Mah A, Johnson WL, Ungewickell A, Aros CJ (2014). Recurrent point mutations in the kinetochore gene KNSTRN in cutaneous squamous cell carcinoma. Nat Genet..

[54] Adey A, Morrison HG, Asan, Xun X, Kitzman JO, Turner EH (2010). Rapid, low-input, low-bias construction of shotgun fragment libraries by high-density in vitro transposition. Genome Biol..

[55] Boxer LD, Barajas B, Tao S, Zhang J, Khavari PA (2014). ZNF750 interacts with KLF4 and RCOR1, KDM1A, and CTBP1/2 chromatin regulators to repress epidermal progenitor genes and induce differentiation genes. Genes Dev..

[56] Kretz M, Webster DE, Flockhart RJ, Lee CS, Zehnder A, Lopez-Pajares V (2012). Suppression of progenitor differentiation requires the long noncoding RNA ANCR. Genes Dev..

# Supplementary material for: A novel ATAC-seq approach reveals lineage-specific reinforcement of the open chromatin landscape via cooperation between BAF and p63
**Source:** Genome Biol. 2015 Dec 18;16:284. doi: 10.1186/s13059-015-0840-9

**Figure S1. BAF is essential for epidermal differentiation gene induction**

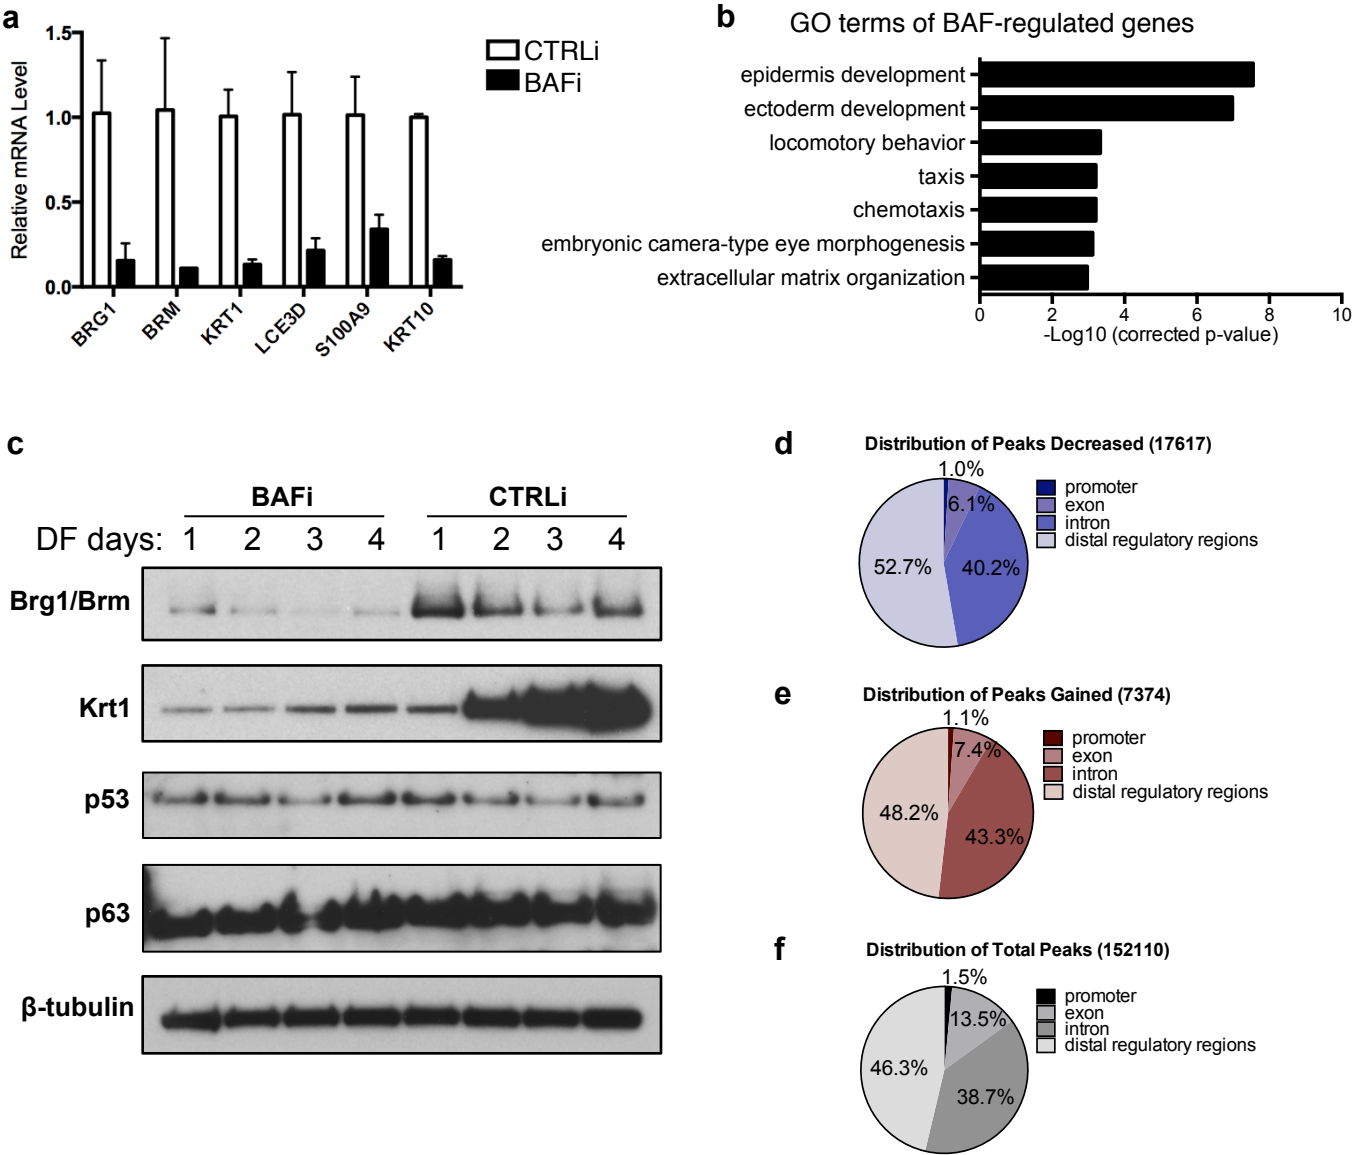

**Figure S2. BAF maintains open chromatin regions with p63 binding sites**

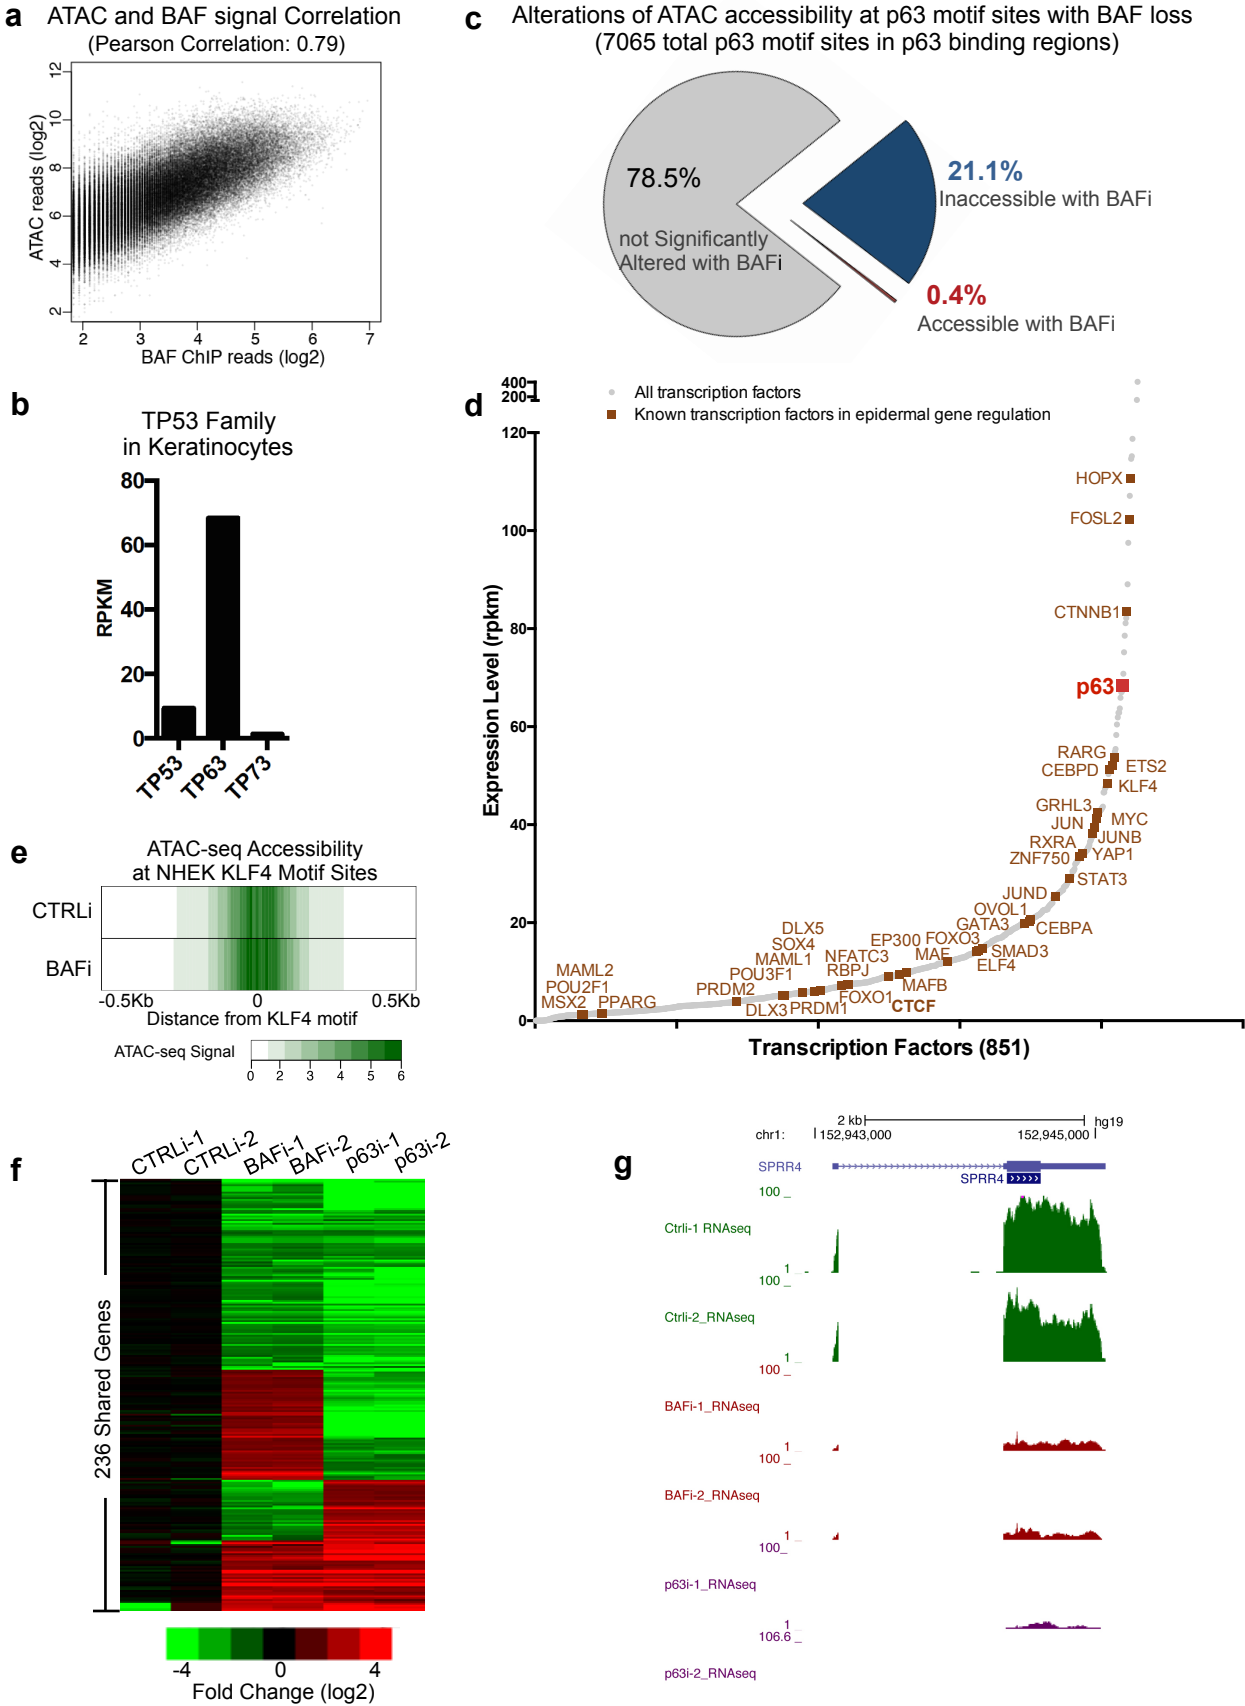

**Figure S3. BAF loss does not affect nucleosome positioning or accessibility at CTCF sites**

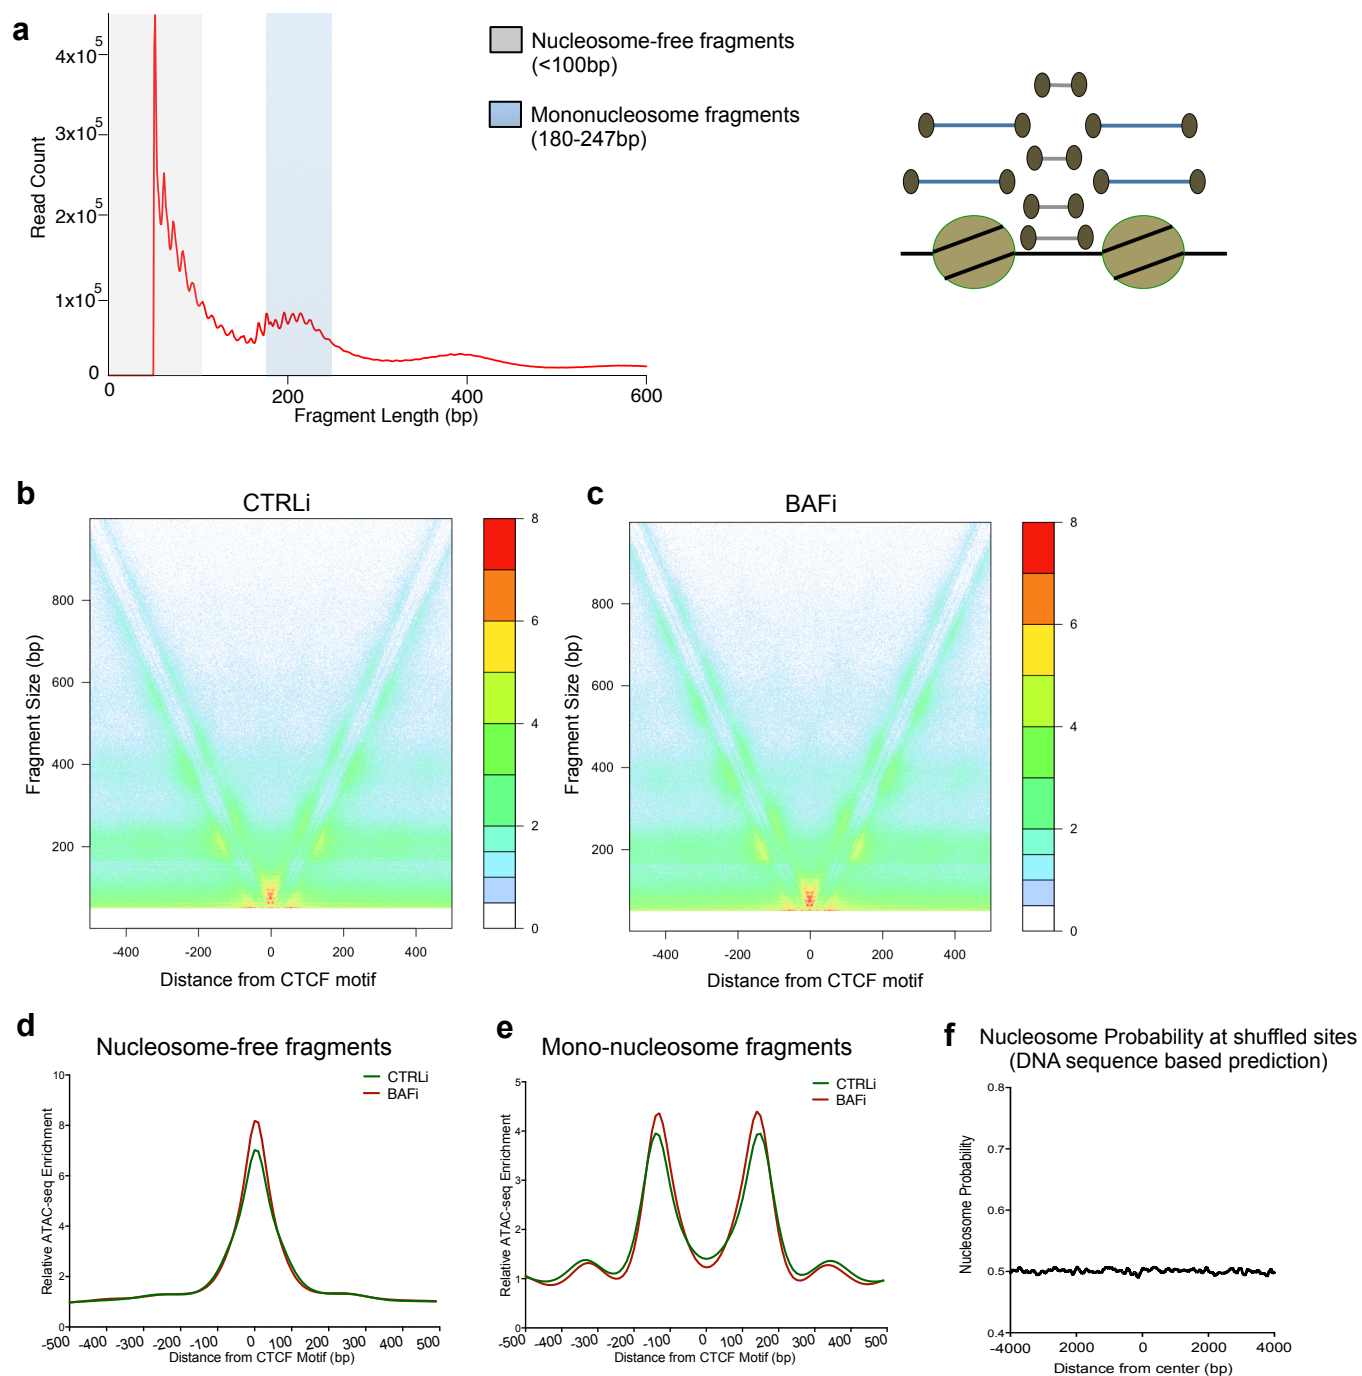

**Figure S4. BAF loss impairs p63 binding to its target sites**

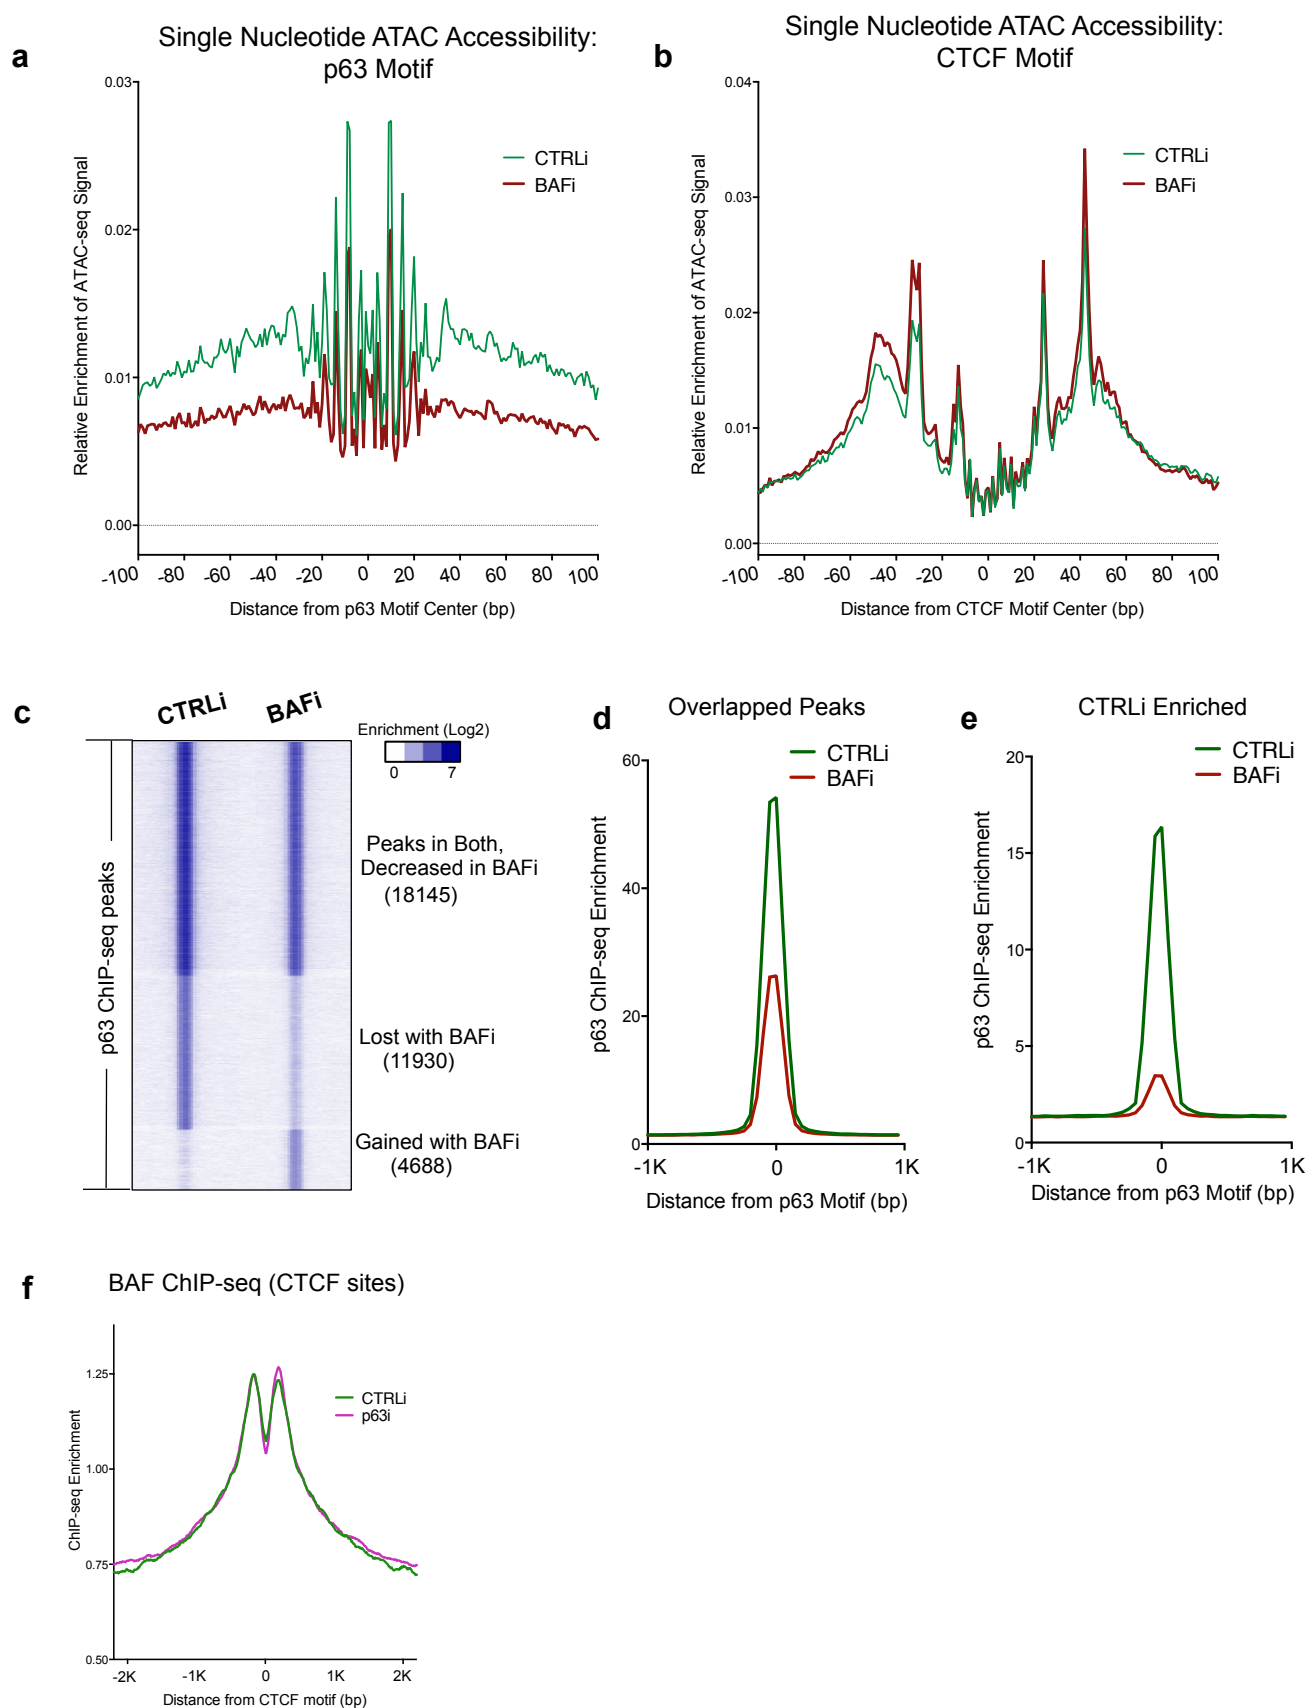

**Supplement:** Additional file 1: — Includes the supplementary Figures S1–4. Figure S1. BAF is essential for epidermal gene induction. (a) Quantitative RT-PCR analysis demonstrating the knockdown efficiency of BRG1/BRM siRNAs and the suppression of differentiation gene expression in BAF loss compared to control. (b) GO analysis of the significant changed genes (fold change > 3, FDR < 0.01) with BAF knockdown in RNA-seq. (c) Western blot analysis showing the time course of 4-day differentiation induction in primary human keratinocytes, comparing BRG1/BRM loss with control. BRG1/BRM siRNA efficiently knocked down BRG1 and BRM protein levels. The induction of Keratin 1 is significantly impaired with BAF loss, although no significant changes were detected with p63 and p53 protein level relative to tubulin loading control. (d–f) Distribution of total ATAC-seq peaks, and the BAF-dependent ATAC-seq peaks relative to gene promoter, exon, intron and distal regulatory regions. Figure S2. BAF maintains open chromatin regions with p63 binding sites. (a) Scatter plot demonstrating correlation between BAF binding and open chromatin across the genome. (b) RNA expression levels (RPKM) of p53 family transcription factors in human keratinocytes. (c) Pie chart demonstrating the percentage of p63 motif sites at p63 binding sites that became inaccessible with BAF knockdown. (d) RNA expression levels of all expressed TFs in keratinocytes. Gray dots indicate the expression levels of 809 TFs (RPKM > 1 in differentiating human keratinocytes) listed in GO. Representative TFs known to be functional in epidermal differentiation along with CTCF are highlighted in brown and red. (e) ATAC-seq accessibility in KLF4 motif sites in KLF4 binding sites comparing control vs BAF loss conditions. (f) Heatmap showing the fold changes of the shared 236 genes (fold change > 3, FDR < 0.01) controlled by both BAF and p63. (g) Representative RNA-seq data tracks of BAFi, p63i, and CTRLi replicates. Figure S3. BAF loss does not affect nucleosome p

How the deposited data were processed for this re-analysis (not part of the article)

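The series holds 26 samples of primary human keratinocytes at day 4 of differentiation. They are 6 RNA-seq libraries (2 each of CTRLi, BAFi and p63i), 4 ATAC-seq libraries (2 labelled BAFi and 2 labelled CTRLi), 15 ChIP-seq libraries with a peak list (1 per protein or mark and condition) and 1 input library, which was not used here. Each sample was assigned to its condition by its label. For ATAC-seq the labels and the peak identifiers inside the lists name opposite conditions; the labels were kept, and each ATAC-seq group is named by its label.

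The RNA table holds RPKM per gene, made by the authors from reads mapped to hg19 with TopHat. The factor between the counts that Table S1 lists and the deposited RPKM was constant within 1% for 97.6% to 98.4% of 124 genes of that table, depending on the library. Whole reads could not be recovered from the values, so tests for read counts (edgeR, DESeq2) were not run. Values were analysed in R 4.3.3 with limma 3.58.1, as log2(RPKM + 1) with a mean-variance trend and Benjamini-Hochberg adjustment over the genes tested. Genes were called at the paper's own thresholds for false discovery rate (0.01) and fold change (over 3). The test covered 5317 genes with an RPKM of at least 10 in at least 2 libraries. This minimum had been set for normalized counts before the unit was known, and on RPKM it is stricter, since 12548 genes reach an RPKM of 1 in 2 libraries. Counts of called genes under other filters and pseudocounts were seen before the text was written. In all, 19 settings were tried for the RNA counts, 10 set in advance and 9 added after the data were seen, and the setting written first was kept. On simulated libraries with known changes, the test called 63 of 63 genes changed 4-fold and 63 of 63 changed 8-fold, 0 of 74 changed 2-fold, and 0 unchanged genes. Adjusted p values given for genes and lists come from limma with Benjamini-Hochberg adjustment. The 2 libraries of a condition are technical replicates, so these tests describe the cultures sampled. Leaving out a library gave values without a test.

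There were 6 gene lists written by hand, among them lists for epidermal differentiation, basal keratinocytes, fibroblasts, melanocytes and the interferon response. They were tested with limma's camera (preset correlation 0.01), which compares a list with the other genes, with an estimated correlation as an alternative, and with fry, which tests the genes of a list without that comparison, adjusted over 5 lists and both comparisons. The fibroblast list had fewer than 3 genes tested. The genes named are the 25 that the paper names, and for each comparison the 3 largest rises and 3 largest falls among called genes with a mean RPKM of at least 100 and both libraries on the same side of both control libraries. Fewer are named where fewer qualified. The results of 1 list and of 2 of the genes are not reported here.

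ATAC-seq peaks were called by the authors per library with MACS2, whose -log10 p and -log10 q per peak are used as deposited. BAF peaks of unperturbed cells were called by the authors with its broad setting, and their score is used as deposited. The scores that the authors deposited for the other 14 ChIP-seq lists have the form of MACS, which the paper names for p63. For BAF it names the broad setting of MACS2 without saying which of the 3 BAF lists this covers. The paper's text does not name a read mapper for ChIP-seq. Mapped reads per library are those of Table S3. Peaks on the 24 chromosomes were compared with bedtools 2.31.1 by an overlap of at least 1 bp, and the ATAC-seq regions are the union of 4 lists merged within 300 bp. Alternatives were an overlap of at least 50% of the shorter region, only the 50% of each list with the highest scores, a minimum of 5 for -log10 q, lists of equal length, and merging of overlapping peaks only. The build named in the methods, hg19, has the same chromosome coordinates as the GRCh37 reference used for sequence and the GENCODE v44lift37 annotation. The p63 pattern search found 38 of 38 sites planted in a random sequence. Python 3.11.15 with scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used. Shares of peaks carry exact 95% binomial (Clopper-Pearson) intervals, which cover counting error only, and Fisher's exact tests on peaks describe these libraries. Random placements used seed 11.

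Sample assignments, tests, thresholds, gene lists, the rule for naming genes and the first alternatives were written before the data were examined. Read-level results of the paper (average profiles, V-plots, the test of ATAC-seq read ends) and comparisons with other published data were not analysed here, since peak lists hold no reads.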

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

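Chosen only after the result was seen were the test of the interferon list with BAFi, the comparison of mapped reads for H3K4me1, and the lowered RPKM filters.

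KRT10 was lower with BAFi and higher with p63i, and the difference between the 2 effects, tested within the same fit, was 4.57 on the log2 scale (adjusted p = 1.7e-10 from limma with Benjamini-Hochberg adjustment). Both libraries of each condition had the same direction. Reads shared with other keratin genes were tested with 6 of them, and 0 of 6 fell with BAFi and rose with p63i by as much as KRT10. KRT9 (-0.28 with BAFi, 2.78 with p63i) and KRT16 (-0.30, 0.42) moved the same way by less in 1 or both comparisons, and the other 4 (KRT1, KRT2, KRT77, KRT6A) did not combine a fall with a rise. Outside the 6, KRT15 (-1.17, 3.83), KRT5 (-1.38, 0.47) and KRT14 (-0.79, 0.31) also fell with BAFi and rose with p63i. Others, among them KRT13 and KRT24, fell with both, all named after their values were seen. The test with 6 genes therefore does not exclude shared reads. After quantile normalization, the KRT10 log2 fold change with BAFi was -2.46 and the KRT10 log2 fold change with p63i was 2.14. Reads of KRT10-AS1, which overlaps KRT10 on the other strand, were not tested, and neither was a biological difference between the 2 knockdowns, so both stay open.

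The paper reports no result for the H3K4me1 libraries in its Results section. H3K4me1 is a histone methylation found at enhancers. Its peaks overlapped 62.1% (95% interval 61.6 to 62.7) of the p63 peaks in CTRLi and 55.7% (55.2 to 56.3) in BAFi, a log2 ratio of -0.16. Chance overlap of long lists was tested by placing the p63 peaks at random, where 6.41% overlapped an H3K4me1 peak in CTRLi, so chance does not account for the overlap. Lower depth was tested with the mapped reads, and the BAFi library had 1.07 times the reads of the CTRLi library, which argues against depth as the reason for its shorter list. With lists of equal length the log2 ratio was -0.01 (95% interval -0.04 to 0.02), so a change at p63 peaks beyond list length was not detectable. With 1 library per condition, the efficiency of the precipitation and an effect of BAF loss stay open.

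The interferon response list, which the paper does not discuss, was higher with p63i, with a median log2 fold change of 1.504 over 16 genes tested (adjusted p = 0.0044 with camera and 0.54 with an estimated correlation, both against the other genes, and 0.0019 with fry, which makes no such comparison, each from limma with Benjamini-Hochberg adjustment). Of the 16 genes, 14 rose and 8 were called higher, the same count when adjusted over the list alone. IFIT1 had the largest rise (3.12), and RSAD2 (-1.40) and OAS3 (-0.31) fell, all named after their values were seen. A response to electroporated siRNA shared by both knockdowns was tested with BAFi. There the median was -0.33 (adjusted p = 0.0054 with camera), so no rise over CTRLi shared by both knockdowns was seen. The CTRLi cells received siRNA too, so a response to any siRNA would cancel in both comparisons, and this test cannot exclude it. A few genes as the whole reason was tested by leaving out the 5 largest changes, after which the median was 1.07. A response to this siRNA sequence, which the control siRNA would not show, and an effect of p63 loss were not tested and stay open.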

How the results depend on the processing

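Chosen only after the data were seen were the RPKM minimum of 1 and of 0.1, the pseudocounts of 0.1 and 0.01, the pairs of filter and pseudocount or block, the CTCF pattern, the libraries left out for p63 peaks in ATAC-seq peaks, and the alternatives for the difference between BAFi and p63i. Over 24 main results and 178 alternatives, 110 kept their direction and size, 2 lost their side of the threshold, 66 moved and 0 changed direction. Counts and shares among these results have no sign, so they could only keep their size or move. For them the 0 says nothing on direction. Over 58 values of named genes and 1366 alternatives, 1344 kept the call or stayed uncalled, 11 lost the call, 11 gained it and 0 called values changed direction. Values near 0 that were not called changed sign under 12 alternatives, among them the KRT1 log2 fold change with p63i, the S100A9 log2 fold change with BAFi and the SMARCA4 log2 fold change with p63i.

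The numbers of called genes follow, in the order BAFi, p63i, both, and p63i against BAFi. The reported numbers are 64, 526, 31 and 640. They were 17, 185, 7 and 233 with a pseudocount of 10, where low values are damped by construction. They were 14, 140, 8 and 146 with a mean RPKM of at least 50, where 875 genes were tested. They were 267, 1261, 163 and 1540 at a fold change over 2. Added settings gave 189, 1525, 95 and 1741 with an RPKM of at least 1 and a pseudocount of 0.1. With a pseudocount of 0.5 in place of 0.1 they were 118, 1049, 55 and 1244, and with 10 they were 17, 185, 7 and 233. They were 229, 1877, 114 and 2131 with no filter and a pseudocount of 0.1, and 239, 1884, 118 and 2143 with an RPKM of at least 0.1. They were 422, 2893, 195 and 3232 with no filter and a pseudocount of 0.01. Small pseudocounts enlarge the fold changes of genes with low RPKM by construction. The counts were the same with a block for replicate number (64, 526, 31 and 640), with only the 4 libraries of a comparison and at an adjusted p under 0.05, because the fold threshold decides them. The replicate numbers do not pair libraries across conditions: the correlations of deviations from the group mean were 0.24, -0.05 and -0.30. With each library left out in turn, genes over the fold threshold, with no test, ranged from 59 to 79 with BAFi, 512 to 549 with p63i and 29 to 37 with both.

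Among named genes, the calls lost include those for KRT1, KRT10, SMARCA4 and SMARCA2 with BAFi at a pseudocount of 10, and for S100A9 with p63i after quantile normalization. Calls were gained mainly at a fold change over 2, for 6 values. With an estimated correlation between genes, the adjusted p of the epidermal differentiation list was 0.543 with BAFi and 0.260 with p63i, no longer past the threshold, while the other alternatives, taken singly, ranged up to 0.014 with BAFi and 4.1e-04 with p63i. The upper ends are those of fry, which does not compare the list with other genes. With fry and the replicate block together it was 0.0606 with BAFi, over the threshold of 0.05, and 0.0105 with p63i, and with fry and an RPKM of at least 1 it was 0.0155 with BAFi. Tests for read counts were not run, since the deposited values are RPKM.

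ATAC-seq regions called in the group labelled BAFi only, and labelled CTRLi only, were 10691 and 7748 with lists of equal length. They were 45963 and 15961 when a peak in at least 1 library of a group sufficed. They ranged from 24867 to 38421 and from 7057 to 12093 with each library left out in turn, since 1 library of a group then suffices. The log2 odds ratios for BAF peaks stayed between -1.96 and -1.40 and those for p63 peaks between -5.62 and -4.17. For the p63 pattern without mismatch no odds ratio can be given, since 39 regions labelled BAFi and 0 labelled CTRLi held it (Fisher's exact test, two-sided, p = 6.1e-04). The difference in p63 peaks within ATAC-seq peaks was 17.6 points with lists of equal length and 16.5 over lost p63 peaks only, and ranged from 21.4 to 27.3 with each library left out; the cause was not tested.

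Lost p63 peaks numbered 4593 with the 50% of each list with the highest scores, 5989 with lists of equal length, and 1485 with that 50% of the CTRLi list against all BAFi peaks. These are 30.5%, 26.2% and 9.88% of the CTRLi peaks compared, against the reported 39.7%, so the shorter lists alone do not account for the lower numbers; the cause was not tested. Log2 ratios of marks at p63 peaks, in the order of the 50% with the highest scores, equal length and co-bound p63 peaks, were -0.54, -0.28 and -0.35 for H3K27Ac and -0.82, -0.41 and -0.80 for p300. For Pol II they were -1.14, -0.42 and -1.29, and for H3K27me3 -2.33, -1.51 and -2.24. For H3K4me1 they were -0.22, -0.011 and -0.12, and -0.19 with an overlap of at least 50% of the shorter region. BAF peaks kept with p63i were 32.1% at p63 peaks and 29.1% away from them with lists of equal length. With the full lists they were 21.9%, 17.2%, and 27.1% at CTCF patterns, for which no value with equal length was made. The causes of these shifts were not tested. With 1 ChIP-seq library per condition, the data do not give the spread between cultures.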

Differences from the paper's values

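Chosen only after the values were seen were the settings named below as added.

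The paper gives 17617 regions lost with BAFi (11.6% of all), and 4163 regions (2.73%) were called only in the libraries labelled CTRLi. The paper gives 7374 gained regions (4.8%), and 18803 (12.3%) were called only in the libraries labelled BAFi, so the larger group is the opposite one under the labels. With the group names exchanged, 18803 regions (12.3%) stand beside the paper's 17617 (11.6%) and 4163 (2.73%) beside its 7374 (4.8%). The paper's values come from a test of read ends and these from peaks called in both libraries of a group. Of the alternatives set before the data were examined, a peak in at least 1 library of a group gave 15961 lost regions (10.5%), leaving out CTRLi replicate 1 gave 12093 lost regions (8.12%), and lists of equal length gave 10691 gained regions. None closed the gap for the gained share, and the others closed none.

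Table S1 lists 509 genes changed with BAFi and 64 were called here. None of the alternatives set before the data were examined closed this gap, and the added setting of no filter with a pseudocount of 0.01, chosen after seeing the values, gave 422. For p63i the paper's number is about 2800 in Fig. 2h, read by eye, and 526 genes were called. None of the alternatives set before the data were examined closed this gap. The paper lists p63 transcriptome profiling among data from earlier publications, so its p63i number, and that for both, may rest on other libraries. The added settings gave 1877 (no filter, pseudocount 0.1), 1884 (RPKM of at least 0.1, pseudocount 0.1) and 2893 (no filter, pseudocount 0.01), each chosen after seeing the values. The paper gives 236 genes changed with both, and 31 were called. Of the alternatives set before the data were examined, a fold change over 2 gave 163 and the others did not close the gap; the added no filter with a pseudocount of 0.01, chosen after seeing the values, gave 195.

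The log2 fold changes with BAFi in Table S1 are larger in size than here for each named gene compared. The gap was small for KRT13 (-4.33 in the paper, -4.26 here), H19 (-3.53, -3.49), MIR675 (-3.51, -3.49) and ALDH1A3 (1.850, 1.839). It was larger for the 4 genes that follow. KRT1 is -3.10 in the paper and -2.64 here, and none of the alternatives set before the data were examined closed the gap. KRT10 is -2.68 in the paper and -2.49 here, and -2.58 with a pseudocount of 0.5 and -2.68 without CTRLi replicate 2, both set before the data were examined, while the other such alternatives did not close it. SMARCA4 is -2.88 in the paper and -2.55 here, and SMARCA2 is -3.43 in the paper and -2.01 here, and none of those alternatives closed either gap. A pseudocount of 0.1, chosen after seeing the values, gave -3.04 for KRT1, -2.66 for KRT10 and -2.84 for SMARCA4. With no filter and a pseudocount of 0.01, also chosen after seeing the values, KRT1 was -3.09, KRT10 -2.68, SMARCA4 -2.88 and SMARCA2 -3.40.

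By quantitative RT-PCR the paper's level of LCE3D with BAFi relative to CTRLi is about 0.21 in Figure S1a, read by eye, and the ratio of mean RPKM was 0.685. For S100A9 it is about 0.34 in Figure S1a, read by eye, and the ratio of mean RPKM was 1.00. Quantile normalization gave 0.708 for LCE3D and 1.08 for S100A9, and leaving out each CTRLi or BAFi library in turn gave from 0.572 to 0.853 and from 0.925 to 1.09, so these alternatives, set before the data were examined, did not close the gaps. Those that change the pseudocount, the filter or the test do not act on a ratio of mean RPKM.

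In Figure S1f, read by eye, the share of all ATAC-seq regions at promoters is about 1.5% and was 11.5% here, and that in exons is about 14% and was 2.46% here. In Figure S1d, read by eye, promoters take about 1.0% of the lost regions and exons about 6.1%, against 4.47% and 2.98% of the regions called only in the libraries labelled CTRLi. In Figure S1e, read by eye, promoters take about 1.1% of the gained regions and exons about 7.4%, against 4.71% and 2.15% of those called only in the libraries labelled BAFi. No alternative was set for these shares. The p63 motif is present in about 29% of lost regions in Fig. 2f, read by eye, and the p63 pattern in 0.120% of the regions called only in the libraries labelled CTRLi. For all regions it is about 6.6% in Fig. 2f, read by eye, and was 0.709%. With the group names exchanged, the 2.13% of the regions called only in the libraries labelled BAFi stand beside the 29%. That share is above the one of all regions, the direction of the paper's enrichment. The motif definitions differ, and neither alternative set before the data were examined closed these gaps.

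The paper states, from average signal, that H3K27me3 increased with BAF loss. Here the p63 peaks overlapped by an H3K27me3 peak fell from 245 to 56, a log2 ratio of -2.13. With the p63 peaks placed at random the share also fell, from 1.98% to 0.386%, and the BAFi library had 0.672 times the reads. The fall was thus not specific to p63 peaks and does not give the direction of the signal. The paper states that BAF and p63 binding and the p63 motif are enriched in regions lost with BAFi. Under the labels, BAF peaks overlapped 18.0% of the regions called only in the libraries labelled CTRLi and 44.4% of those labelled BAFi, with p63 peaks at 1.42% and 25.8%. The paper states that BAF binding with p63 loss fell at p63 sites and not at CTCF sites. Here the share of BAF peaks kept was 21.9% at p63 peaks and 27.1% at CTCF patterns, so peaks were lost at both. The paper's CTCF sites come from ChIP-seq and its measure is average signal. A CTCF pattern is a sequence match that CTCF need not bind, and a lost peak is not a measured loss of signal. The 2 results are therefore not on the same scale.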

Other observations

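Chosen only after the result was seen were the tests of mapped reads for the ChIP-seq libraries, the test of a loss restricted to p63 peaks, and the test of scores at CTCF patterns.

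The libraries labelled BAFi had more ATAC-seq peaks, and more p63 peaks within them, than those labelled CTRLi. Deeper sequencing of one group was tested with lists of equal length, where the difference of 17.6 points in p63 peaks within ATAC-seq peaks remained, and the order of peak numbers did not follow that of mapped reads. An exchange of the lists between the groups was tested with H3K27Ac. H3K27Ac peaks present in CTRLi only overlapped 2871 regions labelled BAFi and 116 labelled CTRLi, and those present in BAFi only 81 and 60, a log2 odds ratio of 4.20 (Fisher's exact test, two-sided, p = 3.5e-41, as a description of these libraries). This value is what exchanged groups would give, so an exchange may be the reason for the directions under the labels. Over p63 peaks lost with BAFi alone the difference was 16.5 points, which decides nothing on an exchange, since they are part of the p63 peaks that show the pattern (24.3 points over all). A gain of accessibility with BAF loss at sites that lose p63 and H3K27Ac would give the same odds ratio. It would not account for peak identifiers that name the other condition. Nor would it give the paper's result from these libraries, 17617 lost and 7374 gained regions with the p63 motif enriched in the lost ones. With the group names exchanged, 18803 and 4163 regions stand beside these values, which argues against such a gain. Read counts per region, which would decide it, were not at hand.

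Fewer peaks were called after knockdown in each ChIP-seq pair. The mapped reads argue against lower depth for p63, p300 and BAF, where the knockdown library had 2.04, 2.02 and 1.39 times the reads of the CTRLi library. For H3K27Ac, Pol II and H3K27me3 the ratios were 0.701, 0.751 and 0.672, so lower depth could account for part of these differences and stays open beside an effect of BAF loss. The length covered by H3K27me3 peaks was 44.9 Mb in CTRLi and 8.34 Mb in BAFi. The efficiency of the precipitation was not tested for any pair.

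BAF peaks were lost with p63i at p63 peaks and away from them alike. A loss restricted to p63 peaks was tested by the share kept away from them, 17.2%, which is lower than at p63 peaks and argues against such a restriction in these lists. Weaker BAF peaks away from p63 peaks could account for most of the difference of 4.68 points in the share kept (Fisher's exact test, two-sided, p = 3.0e-10). Within 4 equal bins by score it ranged from -0.10 to 3.25 points, with a weighted mean of 1.44. Of 413 BAF peaks with a CTCF pattern and no p63 peak, 27.1% were kept, a higher share than at p63 peaks (Fisher's exact test, two-sided, p = 0.018), so a loss that spares part of them may hold, although the larger part was lost too. Stronger BAF peaks at CTCF patterns were tested as the reason within the same bins by score, where the mean difference was 6.40 points (95% interval 2.20 to 10.6), which argues against it. A lower yield of the p63i precipitation was not tested and stays open.

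Other gene lists gave the following medians of log2 fold change, with camera's adjusted p from limma and Benjamini-Hochberg adjustment, without an explanation tested. The basal keratinocyte list (18 genes tested) had -0.61 with BAFi (adjusted p = 4.3e-05) and -1.11 with p63i (adjusted p = 7.2e-05). The melanocyte list (5 genes) had -1.20 with BAFi (adjusted p = 9.9e-04) and 0.90 with p63i (adjusted p = 0.14). With an estimated correlation between genes, none of these passed the threshold, at adjusted p = 0.26 for the basal keratinocyte list in both comparisons and 0.49 with BAFi and 0.64 with p63i for the melanocyte list. The fibroblast list, tested only with an RPKM of at least 1, had -0.17 and 0.86 over 7 genes.

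TP63 had a mean of 19.6 RPKM in CTRLi and TP73 0.58. With BAFi, TP63 RNA was 13.8 ± 1.31 (SD, n = 2), a log2 fold change of -0.47 (standard error 0.113, adjusted p = 0.0060 from limma with Benjamini-Hochberg adjustment), under the fold threshold. This TP63 value lay between -0.64 and -0.30 with each library left out in turn. SMARCA2 rose with p63i to 12.7 ± 0.686 RPKM, a log2 fold change of 1.24 (adjusted p = 3.1e-07). Among regulators that the paper names, OVOL1 had -0.88 with BAFi and -2.46 with p63i, KLF4 -1.56 with p63i, RARG -0.97 and 0.13, and HOPX -2.45 with p63i.

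Table S2 lists 236 genes, all of which are in Table S1. Its log2 fold change with BAFi differs from that of Table S1 for 166 of them and has the opposite sign for 76, and the value -5.33 is repeated for 28 genes. Of the 134 genes of Table S2 with an RPKM of at least 1 in 2 libraries, 134 had the sign of Table S1 here and 101 that of Table S2.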
